# YAP is essential for mechanical force production and epithelial cell proliferation during lung branching morphogenesis

**DOI:** 10.7554/eLife.21130

**Published:** 2017-03-21

**Authors:** Chuwen Lin, Erica Yao, Kuan Zhang, Xuan Jiang, Stacey Croll, Katherine Thompson-Peer, Pao-Tien Chuang

**Keywords:** YAP, Hippo signaling, lung branching, actomyosin, mechanical force, mouse, Mouse

## Abstract

Branching morphogenesis is a fundamental program for tissue patterning. We show that active YAP, a key mediator of Hippo signaling, is distributed throughout the murine lung epithelium and loss of epithelial YAP severely disrupts branching. Failure to branch is restricted to regions where YAP activity is removed. This suggests that YAP controls local epithelial cell properties. In support of this model, mechanical force production is compromised and cell proliferation is reduced in *Yap* mutant lungs. We propose that defective force generation and insufficient epithelial cell number underlie the branching defects. Through genomic analysis, we also uncovered a feedback control of pMLC levels, which is critical for mechanical force production, likely through the direct induction of multiple regulators by YAP. Our work provides a molecular pathway that could control epithelial cell properties required for proper morphogenetic movement and pattern formation.

**DOI:** http://dx.doi.org/10.7554/eLife.21130.001

## eLife digest

Air enters our lungs through a system of airways that spread outwards from the windpipe like the branches of a tree. Before we are born, each branch is shaped by the organization and movement of cells that form the walls of the airways, called epithelial cells. This process requires the cells to communicate and coordinate with each other by receiving and/or sending chemical signals.

One important system that epithelial cells use to communicate is called the Hippo pathway, which uses a molecule called YAP to execute received messages. Exactly how YAP helps airways in the lungs to develop was not well understood.

By studying developing mouse lungs, Lin et al. have now found that YAP is present in the epithelial cells of all developing airways. Inactivating YAP in specific parts of the lungs prevented the formation of new branches of the airway in just those regions that lacked YAP. This suggests that YAP is needed for airways to branch properly and form the extensive network present in healthy lungs.

Further investigation using genomics approaches revealed that YAP regulates the activity of genes that control how epithelial cells divide and contract. Without YAP, fewer cells were produced and they were unable to produce the forces required to change shape and move to form airways. In particular, YAP controls the production of a modified form of a protein called phosphorylated myosin light chain (pMLC) through a regulatory pathway. The pMLC protein is critical for the cells to produce the mechanical forces that they need to be able to contract correctly.

Overall, the results presented by Lin et al. suggest that YAP controls the properties of the epithelial cells to enable them to form new airway branches. Branched structures also form in a number of other organs, and the mechanisms that cause these structures to form are thought to be similar to those that form the airways. Lin et al.’s work could therefore help us to understand how organs develop more generally.

**DOI:** http://dx.doi.org/10.7554/eLife.21130.002

## Introduction

Development of the lung has served as a model system to study fundamental questions such as branching morphogenesis, epithelial-mesenchymal interactions and cell-type specification. The lung primordium arises from the ventral foregut and its emergence is marked by the expression of the *Nkx2.1* transcription factor (Zhou et al., 1996; Minoo et al., 1999). The lung primordium is composed of two parts: the future trachea and two endodermal buds. Both components are composed of an epithelial layer of endoderm surrounded by mesodermal cells. During lung branching morphogenesis, three characteristic modes of branching are repeatedly used at many different times and positions (Metzger et al., 2008). They include formation of lateral branches from the parent branch (domain branching) and bifurcation at the tip of branches (planar and orthogonal bifurcation) (Metzger et al., 2008). Initially, the buds grow ventrally and caudally, and initiate lateral branches at invariant positions, beginning around 10.5 *days post coitus* (*dpc*) in mice. In this way, five buds are generated, four on the right side and one on the left side, leading to the formation of four right lobes (cranial, middle, accessory and caudal) and one left lobe of the mature mouse lung. In this process, proximal-distal specification is associated with the emergence of *Sox9*-expressing progenitors and non-branching *Sox2*-expressing airways, which will become the conducting airway in the mature lung (Yang and Chen, 2014). These complicated morphological movements culminate in an elaborate branching organ that also contains various differentiated cell types to fulfill the primary function of gas exchange. Acquisition of the spatial and temporal sequence of lung morphogenesis forms the basis of understanding the molecular mechanisms of lung development.

Precise control of lung growth and patterning is essential for the generation of a functional respiratory system. Several genes and pathways involved in this process have been identified (Morrisey et al., 2013; Ornitz and Yin, 2012; Volckaert et al., 2015; Domyan and Sun, 2011). However, we lack a mechanistic understanding of how lung epithelial cell properties are dictated by these genes and pathways during growth and patterning. This is a central unresolved issue in understanding lung development and homeostasis. Since lung growth and patterning is a tightly controlled process, we speculate that a master regulatory pathway is required for integrating diverse inputs and coordinating a multitude of cellular behaviors. A strong candidate is the Hippo pathway, which mediates organ size control in several other organs. Indeed, several recent studies show that the Hippo pathway controls key aspects of lung development, homeostasis and repair (Mahoney et al., 2014; Zhao et al., 2014; Lange et al., 2015; Lin et al., 2015).

Extensive work in cell-based assays and model organisms has culminated in a working model of Hippo signaling (Yu and Guan, 2013; Pan, 2010; Gumbiner and Kim, 2014; Matsui and Lai, 2013; Harvey and Hariharan, 2012; Barry and Camargo, 2013; Staley and Irvine, 2012; Halder and Johnson, 2011). The key executor of the Hippo pathway is the transcriptional coactivator Yes-associated protein (YAP), which governs multiple aspects of cell physiology (Varelas, 2014). YAP activity is negatively regulated through a kinase cascade, and YAP phosphorylation is correlated with its cytoplasmic sequestration and degradation. Consequently, the transcriptional targets of YAP in the nucleus are not expressed. In contrast, when upstream kinases are inactivated in response to external signals (such as low cell density), YAP becomes hypophosphorylated. It is postulated that this form of YAP enters the nucleus and activates Hippo targets in conjunction with the TEAD1-4 transcription factors. This is required for orchestrating a multitude of cellular functions including cell proliferation, differentiation and death and changes in cell properties.

In this study, we utilize the Hippo pathway as a tool to gain insight into the molecular mechanisms of lung development. Our findings support a model in which control of lung epithelial cell properties, such as cell proliferation and mechanical force production, by Hippo signaling determines lung growth and patterning. This knowledge significantly enhances our mechanistic understanding of lung branching morphogenesis.

## Results

### Active nuclear YAP is distributed throughout the airway epithelium and is not confined to a specific zone

To assess the sites of active (nuclear) YAP at different stages of lung development, we examined the subcellular distribution of YAP protein in the lung epithelium by immunofluorescence and immunohistochemistry. Nuclear YAP could be found in both SOX2^+^ (proximal) and SOX9^+^ (distal) epithelial populations in wild-type lungs at 11.5, 12.5 and 14.5 *dpc* (Figure 1A–P; Figure 1—figure supplement 1), suggesting that YAP is active throughout the lung epithelium. YAP staining was barely detectable in the epithelium but was present at wild-type levels in the mesenchyme of *Yap*-deficient (*Yap^f/f^; Shh^Cre/+^*) lungs (see below) (Figure 1Q,R; Figure 1—figure supplement 1M), indicating the specificity of YAP antibodies. A high percentage of SOX2^+^ cells and SOX9^+^ cells displayed nuclear YAP staining in wild-type lungs (Figure 1S). Consistent with the distribution of active YAP along the entire lung epithelium, expression of connective tissue growth factor (CTGF), an established YAP target, was detected in both the proximal and distal airways (Figure 1T–V). We did not observe a sharp transition of YAP from the cytoplasm to the nucleus at the junction between the SOX2^+^ and SOX9^+^ populations, a region dubbed the transition zone (TZ) (Figure 1W), as previously reported (Mahoney et al., 2014). In that study, inactive cytoplasmic YAP was detected in SOX2-expressing cells except those that abut SOX9-expressing cells at 12.5 and 14.5 *dpc*. We found that phosphorylated YAP (pYAP) was present in both SOX2^+^ and SOX9^+^ epithelial cells. pYAP levels were, in general, higher in the proximal than distal epithelium, but pYAP levels varied significantly from cell to cell in both the proximal and distal airways (Figure 1—figure supplement 2). Nevertheless, in many cells, low levels of pYAP were associated with the presence of nuclear YAP (Figure 1—figure supplement 2). Lung epithelial cells that do not have nuclear YAP usually stain positive for cytoplasmic YAP. This is consistent with a model in which pYAP is sequestered and degraded in the cytoplasm, but it also indicates a dynamic shuttling and distribution of YAP along the entire airway epithelium (Chen et al., 2015).

**Figure 1.**
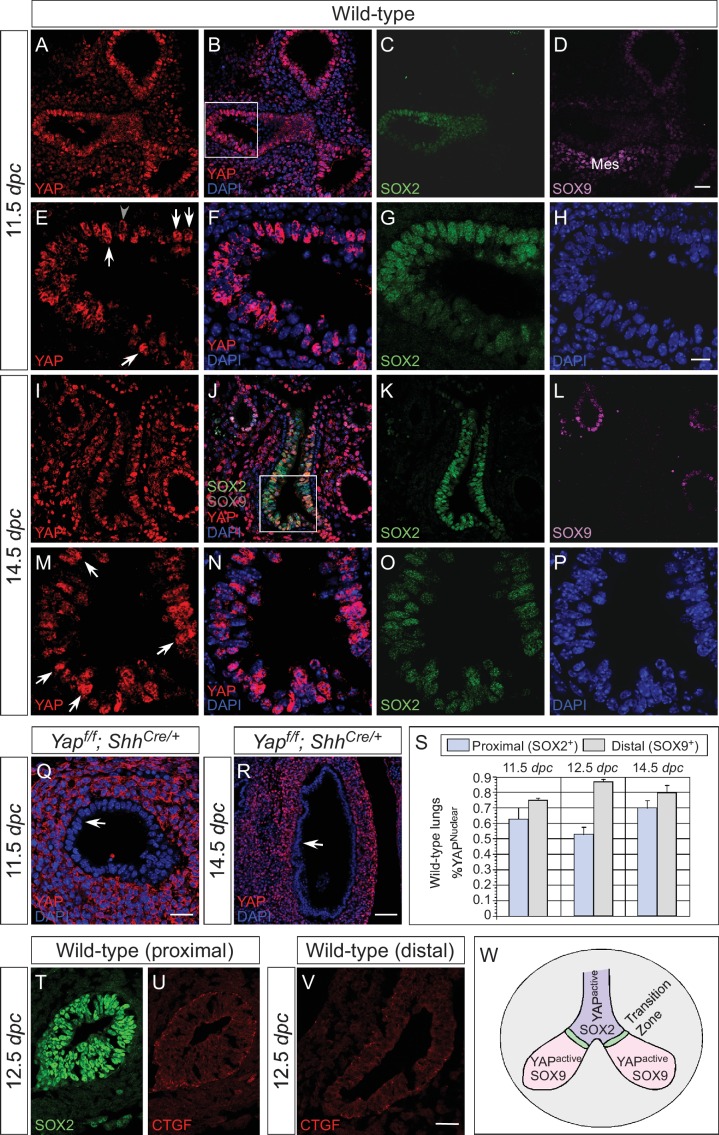
Nuclear YAP is active throughout the mouse lung epithelium during development. (**A–R**) Immunostaining of lung sections collected from wild-type and *Yap^f/f^; Shh^Cre/+^* mice at 11.5 and 14.5 *days post coitus* (*dpc*). The proximal airway is marked by SOX2 expression, while the distal airway is distinguished by SOX9 expression. Note that the strong SOX9 signal in the lower left corner of (**D**) is derived from the mesenchyme (mes). Nuclear YAP could be frequently found in both SOX2^+^ and SOX9^+^ domains and was not restricted to the ‘transition zone’, a small SOX2^+^ domain abutting the SOX9^+^ compartment. The boxed regions in (**B**) and (**J**) were analyzed at a higher magnification as shown in (**E–H**) and (**M–P**), respectively. Representative epithelial cells with nuclear YAP (white arrows) or cytoplasmic YAP (grey arrowhead) are indicated in (**E**) and (**M**). Note that SOX2 and SOX9 staining is nuclear. YAP immunoreactivity was completely absent in the epithelium (arrow) but retained wild-type levels in the mesenchyme of *Yap^f/f^; Shh^Cre/+^* mice (**Q,R**), demonstrating the specificity of YAP antibodies used in this study. (**S**) Quantification of lung epithelial cells with nuclear YAP in both the proximal and distal airways. A high percentage of cells exhibited nuclear YAP expression along the entire lung epithelium. A small fraction of epithelial cells with nuclear YAP also had cytoplasmic YAP. n = 8 for 11.5 *dpc*; n = 10 for 12.5 *dpc*; n = 10 for 14.5 *dpc*. (**T–V**) Immunostaining of lung sections collected from wild-type mice at 12.5 *dpc*. Expression of CTGF, a YAP target, was detected in both the proximal and distal airways. CTGF signal was barely detectable in *Yap^f/f^; Shh^Cre/+^* lungs (not shown). (**W**) Schematic diagram that illustrates the distribution of active nuclear YAP throughout the entire lung epithelium. Scale bar = 25 μm for **A–D**, **I–L**; 10 μm for **E–H**, **M–P**; 25 μm for **Q**; 75 μm for **R**; 25 μm for **T–V**. **DOI:** http://dx.doi.org/10.7554/eLife.21130.003

**Figure 1—figure supplement 1.**
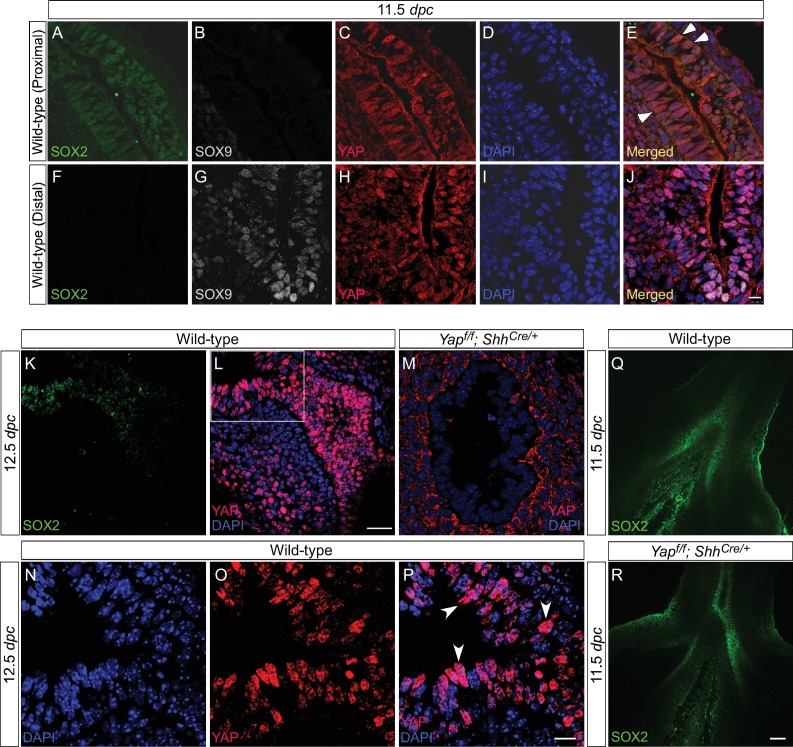
Active nuclear YAP is distributed throughout the mouse lung epithelium during development. (**A–P**) Immunostaining of lung sections collected from wild-type mice at 11.5 and 12.5 *days post coitus* (*dpc*). The boxed region in (**L**) indicates areas shown in (**N–P**). The proximal airway is marked by SOX2 expression, while the distal airway is distinguished by SOX9 expression. Nuclear YAP can be frequently found in both SOX2^+^ and SOX9^+^ domains and is not restricted to the junction (the ‘transition zone’) between SOX2^+^ and SOX9^+^ domains. Representative cells with nuclear YAP (arrowhead) are indicated in (**E,P**). YAP immunoreactivity is completely absent in the epithelium (but present in the mesenchyme) of *Yap^f/f^; Shh^Cre/+^* mice (**M**), demonstrating the specificity of YAP antibodies used in this study. Immunofluorescence and immunohistochemistry yielded the same results (data not shown for immunohistochemistry). (**Q–R**) Whole-mount immunostaining of wild-type and *Yap* mutant lungs at 11.5 *dpc*. Distinct domains of SOX2 were discerned in the absence of YAP. Scale bar = 10 μm for **A–J**; 25 μm for **K, L**; 10 μm for **N–P**; 50 μm for **Q, R**. **DOI:** http://dx.doi.org/10.7554/eLife.21130.004

**Figure 1—figure supplement 2.**
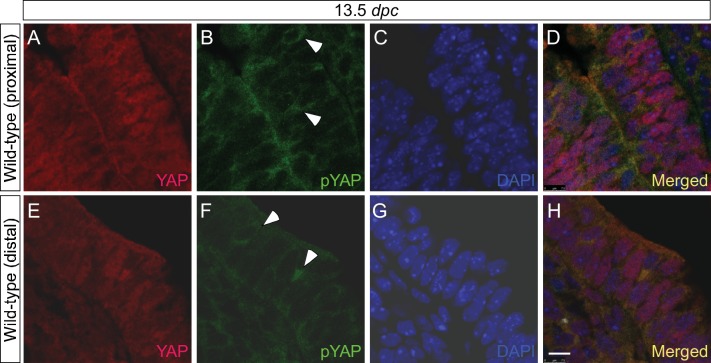
YAP and phospho-YAP are detected in both the proximal and distal airways during lung development. (**A–H**) Immunostaining of lung sections collected from wild-type mice at 13.5 *days post coitus* (*dpc*). The proximal airway is marked by SOX2 expression, while the distal airway is distinguished by SOX9 expression (not shown). Nuclear YAP can be frequently found in both SOX2^+^ and SOX9^+^ domains. Similarly, phospho-YAP at S112 (pYAP) could be detected in both the proximal and distal airways. pYAP levels were, in general, higher in the proximal than distal epithelium but pYAP levels varied significantly from cell to cell in both the proximal and distal airways. Representative cells with higher levels of pYAP (arrowhead) are indicated in (**B,F**). In many cells, low levels of pYAP were associated with the presence of nuclear YAP. This is consistent with a model in which pYAP is sequestered by 14-3-3 proteins in the cytoplasm and degraded but also indicate a dynamic shuttling and distribution of YAP along the entire airway epithelium. Similar results were obtained for lungs collected at 12.5 *dpc*. Scale bar = 7.5 μm for **A–H**. **DOI:** http://dx.doi.org/10.7554/eLife.21130.005

### Global deletion of *Yap* in the mouse lung epithelium results in defective lung branching morphogenesis and neonatal lethality

As a first step toward a mechanistic understanding of how Hippo signaling controls lung growth, we conditionally inactivated *Yap* in the lung epithelium using Cre lines that direct broad epithelial expression. We utilized the *Shh^Cre^* line (Harfe et al., 2004) to convert a conditional (floxed) allele of *Yap* (designated as *Yap^f^*) (Xin et al., 2011) to a null allele. The lungs of *Yap^f/f^; Shh^Cre/+^* embryos (called *Yap* mutants hereafter) (Figure 2A–H) consisted of a few large, thin-layered cysts, which replaced normal lung tissue and eliminated lung function (Figure 2C,G,D,H). This is similar to findings in an earlier report (Mahoney et al., 2014).

**Figure 2.**
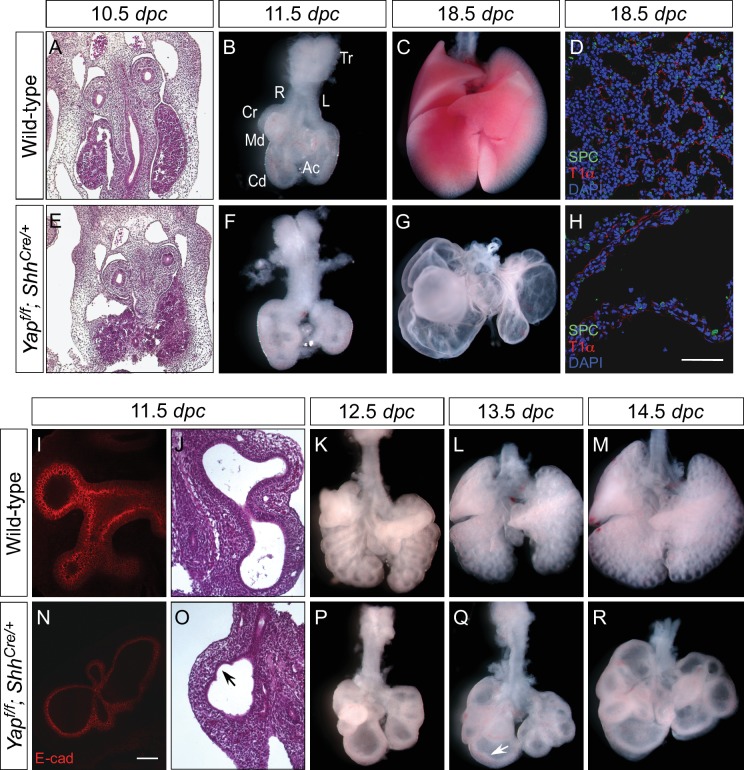
Loss of epithelial *Yap* leads to lung cysts. (**A,E**) Hematoxylin and eosin-stained sections of wild-type and *Yap^f/f^; Shh^Cre/+^* embryos at 10.5 *dpc*. No apparent difference in the morphology of lung buds was observed between wild-type and *Yap* mutants. (**B,C,F,G**) Ventral view of dissected lungs from wild-type and *Yap^f/f^; Shh^Cre/+^* mice at 11.5 and 18.5 *dpc*. Five buds were produced in both control and *Yap*-deficient lungs at 11.5 *dpc*; defective lung branching along the entire lung epithelium could already be detected at this stage in *Yap* mutants. As lung development proceeded, failure to execute a stereotyped program of branching in the absence of *Yap* resulted in lungs consisting only of multiple cysts at 18.5 *dpc.* R, right; L, left; Tr, trachea; Cr, cranial; Md. middle; Cd, caudal; Ac, accessory. (**D,H**) Immunostaining of lung sections collected from wild-type and *Yap^f/f^; Shh^Cre/+^* mice at 18.5 *dpc*. Cell types in the proximal airway of *Yap^f/f^; Shh^Cre/+^* mice failed to be specified. For instance, expression of markers for Clara [club] cells (CC10^+^), ciliated cells (acetylated-tubulin [Ac-tub]^+^) and pulmonary neuroendocrine cells (CGRP^+^) were barely detectable (not shown). Reduction in the expression of distal lung cell markers, such as SPC (type II cells) and T1α (type I cells), in the cysts of *Yap^f/f^; Shh^Cre/+^* lungs was also noted. (**I,N**) Whole-mount immunostaining of wild-type and *Yap^f/f^; Shh^Cre/+^* lungs at 11.5 *dpc* by two-photon microscopy. Lung epithelium was identified by E-cadherin (E-cad). (**J,O**) Hematoxylin and eosin-stained sections of wild-type and *Yap^f/f^; Shh^Cre/+^* embryos at 11.5 *dpc*. The arrow points to ‘evagination’ of epithelial cells in *Yap*-deficient lung buds. (**K–M, P–Q**) Ventral view of dissected lungs from wild-type and *Yap^f/f^; Shh^Cre/+^* embryos at the developmental stages indicated. Epithelial ‘evagination’ (arrow in Q) could be seen in *Yap*-deficient lung buds but they failed to produce new buds subsequently. All views are ventral. Scale bar = 200 μm for **C**,**G**; 50 μm for **D**,**H**; 100 μm for **I**,**N**. **DOI:** http://dx.doi.org/10.7554/eLife.21130.006

**Figure 2—figure supplement 1.**
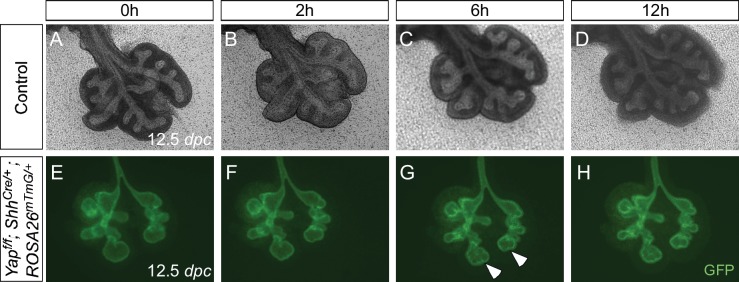
Aborted branching in the absence of epithelial *Yap* in the lung. (**A–H**) Time-lapse microscopy of dissected of lungs from control and *Yap^f/f^; Shh^Cre/+^; ROSA26^mTmG/+^* mice at 12.5 *days post coitus* (*dpc*). Lungs were grown on nuclepore membranes for live imaging. At this stage, limited lung branching in *Yap*-deficient mutants would soon stop. While ‘evaginations’ (arrowheads in **G**,**H**) from existing lung buds were noted in the absence of YAP, no new lung buds were generated. Branching occurred in control lungs, but the rate of lung development was slowed down in *ex vivo* lung explants. **DOI:** http://dx.doi.org/10.7554/eLife.21130.007

**Figure 2—figure supplement 2.**
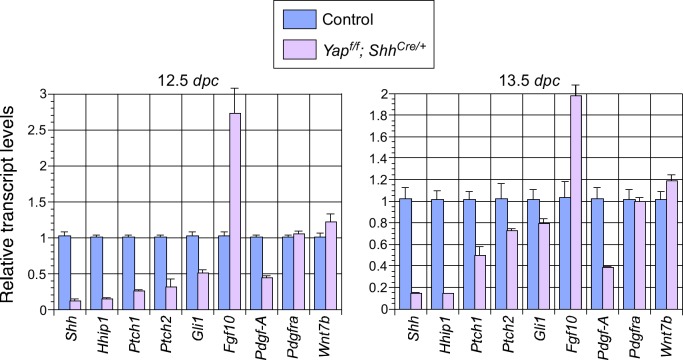
Changes in major signaling pathways in the absence of YAP. qPCR analysis of lungs from control and *Yap^f/f^; Shh^Cre/+^* lungs at 12.5 and 13.5 *days post coitus* (*dpc*). The expression levels of *Shh* were reduced while *Fgf10* was upregulated in *Yap*-deficient lungs. This is consistent with a negative regulatory relationship between *Shh* and *Fgf10*. How YAP influences the expression of *Shh* and *Fgf10* and interacts with major signaling pathways requires further investigation.﻿﻿ Note that the use of *Shh^Cre^* has contributed to the reduction in *Shh* expression levels although it is unlikely to be solely responsible for the low levels of *Shh* in the absence of *Yap*. **DOI:** http://dx.doi.org/10.7554/eLife.21130.008

**Figure 2—figure supplement 3.**
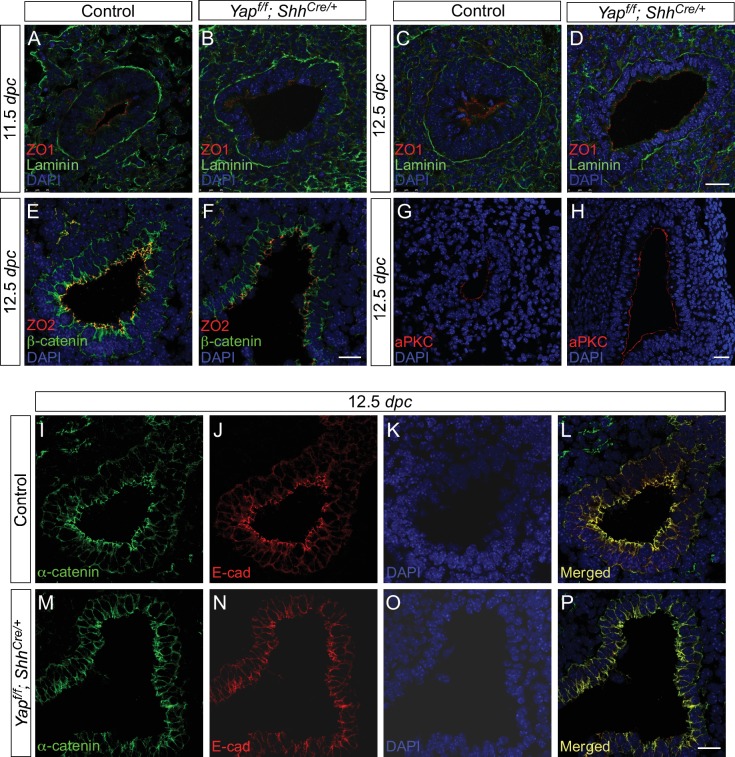
Cell junctions and cell polarity are not disrupted due to the loss of epithelial *Yap* in the lung. (**A–P**) Immunostaining of lung sections from control and *Yap^f/f^; Shh^Cre/+^* lungs at 11.5 and 12.5 *days post coitus* (*dpc*). No apparent difference in the distribution of apical (aPKC), subapical (ZO1 and ZO2) and basal (Laminin) markers was found between control and *Yap* mutant lungs. Moreover, the distribution of markers for tight junctions (e.g. ZO1 and ZO2) and adherens junctions (e.g. E-cadherin, β-catenin and α-catenin) was similar between control and *Yap*-deficient lungs. This suggests that cell junction and cell polarity remain intact in the absence of *Yap.* Scale bar = 25 μm for **A–D**, **G–H**; 100 μm for **E–F**, **I–P**. **DOI:** http://dx.doi.org/10.7554/eLife.21130.009

Defective lung development was already apparent at 11.5 *dpc* in *Yap^f/f^; Shh^Cre/+^* lungs (Figure 2A,B,E,F) prior to stereotyped branching and cell differentiation. The mutant lung buds failed to produce five fully separated buds. In particular, the buds that will produce the future cranial and middle lobes remained largely connected (Figure 2B,N; Figure 3F). This is likely due to the inability to undergo proper branching at very early stages of lung development. While stereotyped branching was actively underway in the wild-type lungs, the limited branching in *Yap* mutants came to a halt around 13.5 *dpc* (Figure 2I–R). In the absence of *Yap*, unbranched lung buds enlarged during development and turned into a multi-cyst structure. It is important to point out that cystic lung defects in *Yap* mutants that affect all lobes can be observed at very early stages of lung development, preceding expression of definitive epithelial markers. This would be consistent with a model in which YAP regulates the behavior of all epithelial cells.

**Figure 3.**
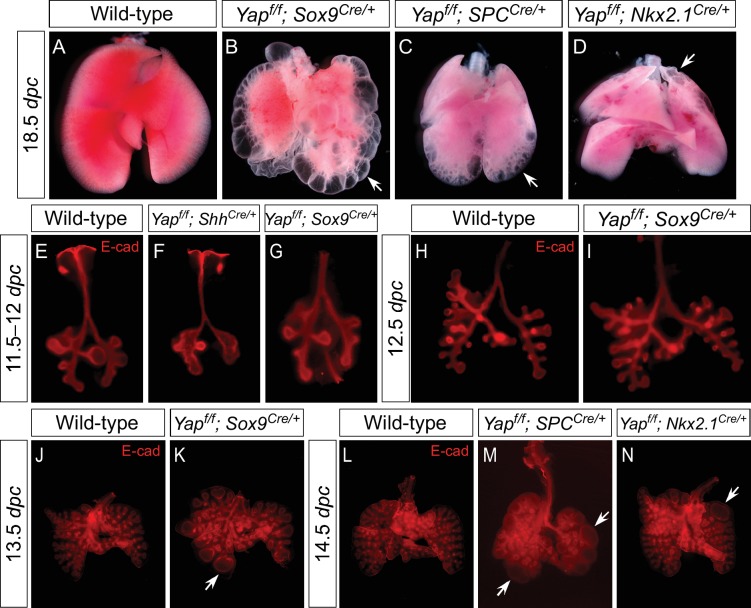
Regional loss of epithelial *Yap* leads to localized lung cysts. (**A–D**) Ventral view of dissected lungs from wild-type, *Yap^f/f^; Sox9^Cre/+^*, *Yap^f/f^; spc^Cre/+^* and *Yap^f/f^; Nkx2.1^Cre/+^* mice at 18.5 *dpc*. Lung cysts in *Yap^f/f^; Sox9^Cre/+^* and *Yap^f/f^; spc^Cre/+^* mice were largely confined to the distal airway (arrows in **B**,**C**), while lung cysts were found in the upper lobes (arrow in **D**) of *Yap^f/f^; Nkx2.1^Cre/+^* mice. The location of lung cyst formation is correlated with the sites of strong Cre activity and *Yap* removal. This suggests that loss of *Yap* at a given region leads to localized lung cysts. (**E–N**) Whole-mount immunostaining of dissected lungs from wild-type, *Yap^f/f^; Shh^Cre/+^*, *Yap^f/f^; Sox9^Cre/+^*, *Yap^f/f^; spc^Cre/+^* and *Yap^f/f^; Nkx2.1^Cre/+^* mice at the stages indicated. Lung epithelium was visualized by E-cadherin (E-cad). While defective branching was apparent in *Yap^f/f^; Shh^Cre/+^* lungs at 11.5 *dpc*, branching defects and cyst formation in *Yap^f/f^; Sox9^Cre/+^* lungs did not appear until 13.5 *dpc*. Cyst formation in *Yap^f/f^; Sox9^Cre/+^* lungs was confined to the distal airways (arrow in **K**). Similarly, cyst formation in *Yap^f/f^; spc^Cre/+^* lungs was detected primarily in the distal airways (arrows in **M**). By contrast, cyst formation was found in the upper lobes (arrow in **N**) of *Yap^f/f^; Nkx2.1^Cre/+^* lungs. This suggests that loss of *Yap* at a given region leads to localized lung cysts. All views are ventral. **DOI:** http://dx.doi.org/10.7554/eLife.21130.010

**Figure 3—figure supplement 1.**
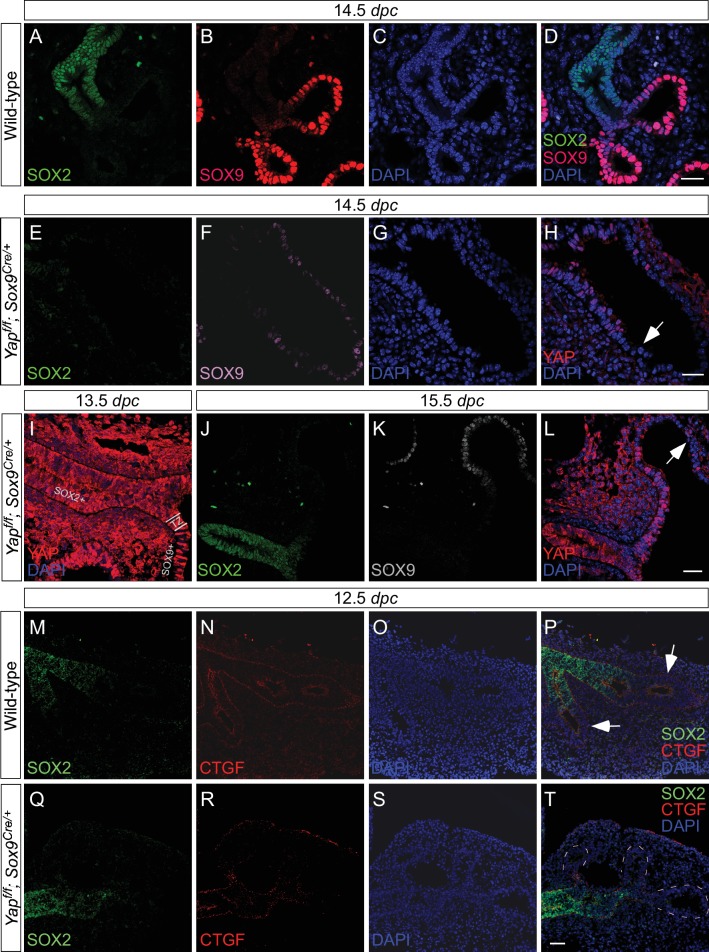
Deletion of *Yap* in the distal lung epithelium by the *Sox9^Cre^* mouse line. Immunostaining of lung sections collected from wild-type and *Yap^f/f^; Sox9^Cre/+^* at the stages indicated. (**A–D**) SOX2 expression marks the proximal airway while the distal airway is distinguished by SOX9 expression. The region where SOX2 and SOX9 expression overlaps is a transition area. (**E–L**) YAP was lost primarily in distal airways in *Yap^f/f^; Sox9^Cre/+^* mice, while sporadic loss of YAP can be found in the proximal airway. Loss of YAP was most apparent in the more distal part (arrow in **H**) of the distal airway, while residual YAP could be found in the more proximal part of the distal airway. (**M–T**) Removal of YAP in distal airways (dotted lines in **T**) of *Yap^f/f^; Sox9^Cre/+^* lungs at 12.5 *dpc* is associated with loss of CTGF, a direct YAP target. Arrows in **P** point to CTGF expression in distal airways of wild-type lungs. Together, these results suggest that lung cyst formation in distal airways of *Yap^f/f^; Sox9^Cre/+^* mice is due to loss of YAP in the distal airway. Scale bar = 25 μm for **A–D**, **E–H**; 250 μm for **I–L**; 100 μm for **M–T**. *dpc*, *days post coitus*. **DOI:** http://dx.doi.org/10.7554/eLife.21130.011

**Figure 3—figure supplement 2.**
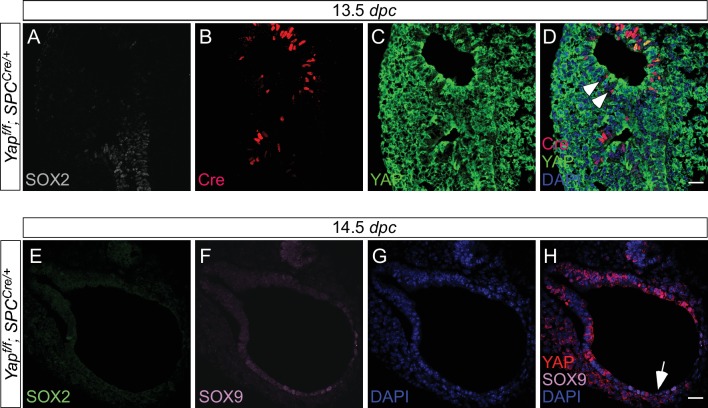
Expression of *spc^Cre^* is associated with loss of YAP in SOX9^+^ distal airways. (**A–D**) Immunostaining of lung sections collected from *Yap^f/f^; spc^Cre/+^* mice at 13.5 *days post coitus* (*dpc*). SOX2 expression marks the proximal airway, while the distal airway is distinguished by SOX9 expression (not shown). High levels of *spc^Cre^* expression were largely confined to the distal airway, where *spc^Cre^* expression in a given epithelial cell was correlated with loss of YAP immunoreactivity (e.g. arrowheads in **D**). (**E–H**) Immunostaining of lung sections collected from *Yap^f/f^; spc^Cre/+^* mice at 14.5 *dpc*. Only distal airways are shown. YAP was lost mainly in distal airways in *Yap^f/f^; spc^Cre/+^* mice while sporadic loss of YAP was found in the proximal airway. Loss of YAP was most apparent in the more distal part (arrow in **H**) of the distal airway, while residual YAP could be found in the more proximal part of the distal airway. Together, these results suggest that lung cyst formation in distal airways of *Yap^f/f^; spc^Cre/+^* mice is due to loss of YAP in the distal airway. Scale bar = 25 μm for **A–D**; **E–H**. **DOI:** http://dx.doi.org/10.7554/eLife.21130.012

**Figure 3—figure supplement 3.**
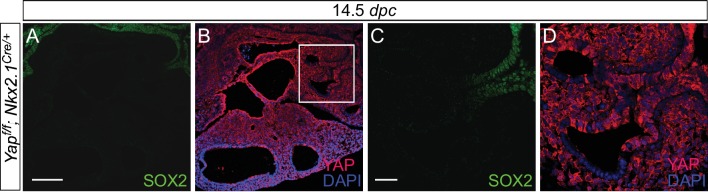
Expression of *Nkx2.1^Cre^* is associated with loss of YAP in the upper lobes. (**A–D**) Immunostaining of lung sections collected from *Yap^f/f^; Nkx2.1^Cre/+^* mice at 14.5 *days post coitus* (*dpc*). SOX2 expression marks the proximal airway, while the distal airway is distinguished by SOX9 expression (not shown). YAP was lost mainly in the upper lobe in *Yap^f/f^; Nkx2.1^Cre/+^* lung. Loss of YAP was more apparent in the distal airway, while loss of YAP was sporadic in the proximal airway. Lung cyst formation was primarily observed in the distal airway. The boxed region in (**B**) indicates areas shown in (**C,D**). Scale bar = 250 μm for **A,B**; 250 μm for **C,D**. *Sox2* expression was present in sporadic *Yap*-deficient cells in the transition zone induced by *Sox9^Cre^*, *spc^Cre^* or *Nkx2.1^Cre^*. This suggests that *Sox2* expression is not controlled by YAP. **DOI:** http://dx.doi.org/10.7554/eLife.21130.013

**Figure 3—figure supplement 4.**
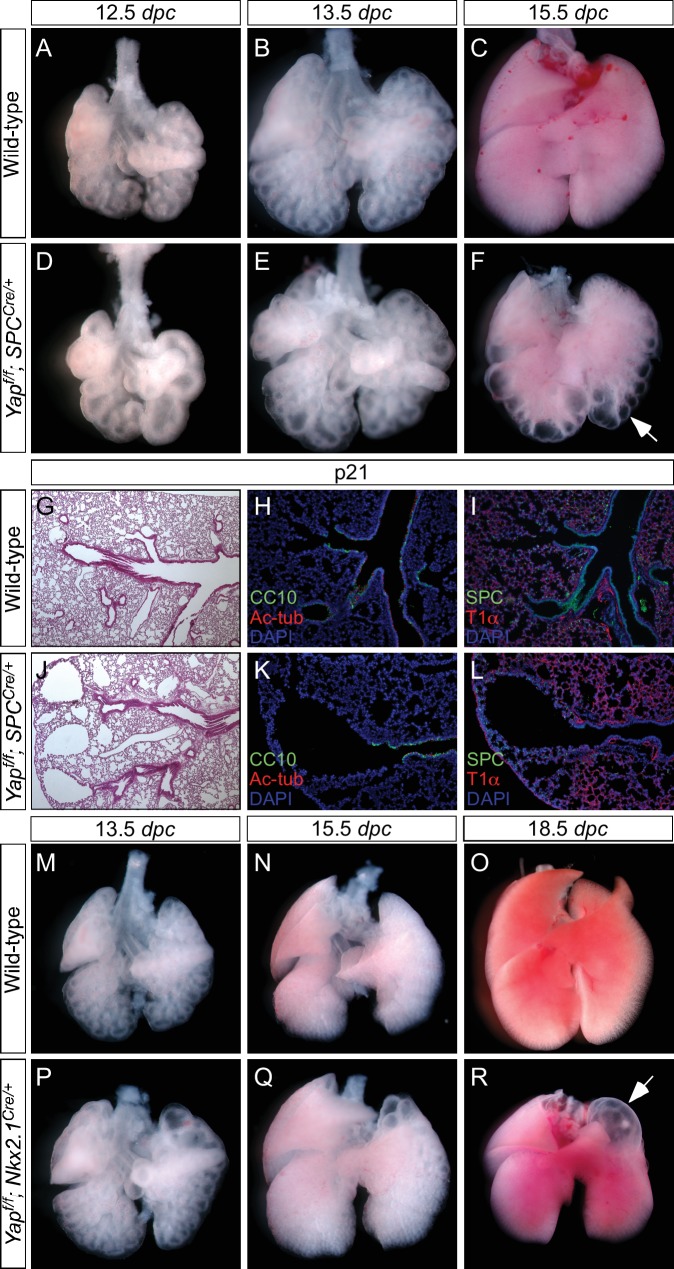
Loss of epithelial *Yap* at restricted areas leads to localized lung cysts. (**A–F**, **M–R**) Ventral view of dissected lungs from wild-type, *Yap^f/f^; spc^Cre/+^* and *Yap^f/f^; Nkx2.1^Cre/+^* mice at various developmental stages as indicated. Lung cysts in *Yap^f/f^; spc^Cre/+^* mice were largely confined to the distal airway (arrow in **F**), while lung cysts were found in the upper lobes (arrow in **R**) of *Yap^f/f^; Nkx2.1^Cre/+^* mice. The location of lung cysts is correlated with the sites of active Cre activity. (**G, J**) Hematoxylin and eosin-stained sections of lungs from wild-type and occasional adult survivors of *Yap^f/f^; spc^Cre/+^* mice. Multiple cysts in the distal airway were present. (**H, I, K, L**) Immunstaining of lung sections from control and *Yap^f/f^; spc^Cre/+^* mice. Lung cysts expressed markers of cell types in the distal airway albeit at reduced levels. *dpc*, *days post coitus;* p, postnatal. **DOI:** http://dx.doi.org/10.7554/eLife.21130.014

**Figure 3—figure supplement 5.**
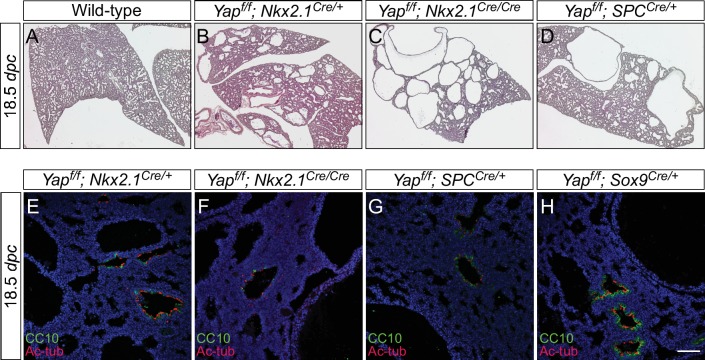
The dosage of *Nkx2.1^Cre^* and *spc^Cre^* affects the severity of lung phenotypes. (**A–D**) Hematoxylin and eosin-stained sections of lungs from wild-type, *Yap^f/f^; Nkx2.1^Cre/+^* (one copy of *Nkx2.1Cre*), *Yap^f/f^; Nkx2.1^Cre/Cre^* (two copies of *Nkx2.1^Cre^*) and *Yap^f/f^; spc^Cre/+^* (one copy of *spc^Cre^*) mice at 18.5 *dpc*. Removal of *Yap* was more efficient when two copies of *Nkx2.1^Cre^* or *spc^Cre^* were present and lungs phenotypes were more severe. Data not shown for *Yap^f/f^; spc^Cre/Cre^* (two copies of *spc^Cre^*). (**E–H**) Immunostaining of lung sections collected from *Yap^f/f^; Nkx2.1^Cre/+^*, *Yap^f/f^; Nkx2.1^Cre/Cre^*, *Yap^f/f^; spc^Cre/+^* and *Yap^f/f^; Sox9^Cre/+^* mice at 18.5 *dpc*. While more lung cysts were detected in *Yap^f/f^; Nkx2.1^Cre/Cre^* mice than *Yap^f/f^; Nkx2.1^Cre/+^* mice, cell types in the proximal airway or regions where no cysts were present appeared to be properly specified as indicated by their expression of CC10 (Clara cell marker) and acetylated-tubulin [Ac-tub] (ciliated cell marker). Similarly, cell types in the proximal airway were specified in *Yap^f/f^; spc^Cre/+^* and *Yap^f/f^; Sox9^Cre/+^* mice. This suggests that lung cyst formation is correlated with Cre activity and is independent of proximal airway specification. Scale bar = 75 μm for **E–H**. *dpc*, *days post coitus*. **DOI:** http://dx.doi.org/10.7554/eLife.21130.015

To examine the early branching pattern, we dissected lungs from control and *Yap^f/f^; Shh^Cre/+^; ROSA26^mTmG/+^* mice at 12.5 *dpc* and performed time-lapse microscopy on lungs grown at the air-liquid interface. At this stage, limited lung branching in *Yap*-deficient mutants would soon stop. While ‘evaginations’ (Figure 2—figure supplement 1; Figure 2O,Q) from existing lung buds were noted in the absence of YAP, no new lungs bud were generated. Branching occurred in control lungs, but the rate of lung development was slowed down in *ex vivo* lung explants.

*Sox2* expression is greatly reduced in *Yap* mutant lungs. However, *Sox2*–deficient lungs do not display cystic phenotypes (Que et al., 2009; Tompkins et al., 2009), suggesting that lung cell-type specification and branching morphogenesis could be controlled by distinct sets of genes or pathways. Interestingly, *Shh* expression was reduced while *Fgf10* expression was upregulated in *Yap* mutant lungs (Figure 2—figure supplement 2). This is consistent with a negative regulatory relationship between *Shh* and *Fgf10* (Pepicelli et al., 1998), which mediate important interactions between lung epithelium and mesenchyme. How YAP controls *Shh* and *Fgf10* expression and interacts with major signaling pathways requires further investigation.

### Selective loss of YAP in restricted regions of the lung epithelium disrupts lung branching morphogenesis locally

The finding of nuclear localization of YAP throughout the lung epithelium led to our proposal that any given region of the lung epithelium is susceptible to loss of YAP and could produce local branching defects. In this model, the cystic lung phenotypes observed in *Yap^f/f^; Shh^Cre/+^* mice originate from faulty morphogenesis along the entire lung epithelium due to global deletion of YAP (Figure 1W).

We reason that Cre lines that show more restricted or weaker epithelial expression than *Shh^Cre^* would allow us to test our model. To this end, we employed three additional Cre lines (*Sox9^Cre^*, *spc^Cre^* and *Nkx2.1^Cre^*) to inactivate *Yap^f^. Sox9^Cre^* (Akiyama et al., 2005) displays restricted expression along the lung epithelium and would eliminate YAP in the SOX9^+^ distal lung epithelium but not in the SOX2^+^ proximal epithelium or the ‘transition zone’ (a small SOX2+ domain abutting the SOX9^+^ compartment). Indeed, loss of YAP was found primarily in the distal airway, which is associated with selective loss of CTGF, a direct YAP target, in the distal airway (Figure 3—figure supplement 1). *Nkx2.1^Cre^* (Xu et al., 2008) and *spc^Cre^* (Okubo and Hogan, 2004) are supposed to be broadly expressed in the lung epithelium as suggested by Cre reporter activity) (Song et al., 2012). However, we noticed from our previous work (Lin et al., 2015) that both *Nkx2.1^Cre^* and *spc^Cre^* are less efficient than *Shh^Cre^* in converting a conditional allele to a null allele. *Nkx2.1^Cre^* is most active in the upper lobes, while *spc^Cre^* is most active in the distal epithelium. Thus, *Nkx2.1^Cre^* and *spc^Cre^* are expected to primarily delete *Yap* in limited areas of the lung where Cre has strong activity (Figure 3—figure supplements 2 and 3). Indeed, YAP removal in lung epithelial cells is correlated with Cre expression in these cells (Figure 3—figure supplement 2).

We set up matings and collected *Yap^f/f^; Sox9^Cre/+^*, *Yap^f/f^; spc^Cre/+^* and *Yap^f/f^; Nkx2.1^Cre/+^* lungs from 10.5 to 18.*5 dpc*. Phenotypic analysis was performed in a manner similar to that for *Yap^f/f^; Shh^Cre/+^* lungs as described above. Our model predicts that disruption of YAP activity in a defined epithelial population will generate phenotypic consequences selectively in regions where YAP is lost. For instance, we predict that lung cysts will merely form in the distal part of *Yap^f/f^; Sox9^Cre/+^* and *Yap^f/f^; spc^Cre/+^* lungs, where Cre is capable of deleting *Yap* (Figure 3—figure supplements 1 and 2). Similarly, lung cysts will be generated in the upper lobes of *Yap^f/f^; Nkx2.1^Cre/+^* lungs (Figure 3—figure supplement 3).

We found that *Yap^f/f^; Sox9^Cre/+^*, *Yap^f/f^; spc^Cre/+^* and *Yap^f/f^; Nkx2.1^Cre/+^* lungs at 18.5 *dpc* all contained cysts of varying sizes (Figure 3A–D; Figure 3—figure supplement 4). Importantly, lung cysts (arrows) only formed in the distal part of *Yap^f/f^; Sox9^Cre/+^* and *Yap^f/f^; spc^Cre/+^* lungs while lung cysts (arrows) were observed in the upper lobes of *Yap^f/f^; Nkx2.1^Cre/+^* lungs (Figure 3A–D; Figure 3—figure supplement 4). Similar conclusions were reached when branching defects and cyst formation were examined at earlier stages of lung development (Figure 3E–N; Figure 3—figure supplement 4). For instance, defective branching was apparent in *Yap^f/f^; Shh^Cre/+^* lungs at 11.5 *dpc*. Branching defects and cyst formation in the distal airways could be discerned by 12.5 *dpc* in *Yap^f/f^; spc^Cre/+^* lungs, while branching defects and cyst formation in the distal airways of *Yap^f/f^; Sox9^Cre/+^* lungs did not appear until 13.5 *dpc*. Of note, the cystic lung phenotype in *Yap^f/f^; Nkx2.1^Cre/+^* mice was not apparent until 14.5 *dpc*.

Not surprisingly, two copies of *Nkx2.1^Cre^* enhanced the cystic lung phenotype, consistent with low levels of *Nkx2.1^Cre^* activity in converting *Yap^f^* into a null allele (Figure 3—figure supplement 5). In fact, two copies of *spc^Cre^* also enhanced the cystic lung phenotype, indicating a failure of *Yap* removal by *spc^Cre^* in many epithelial cells. Together, these findings indicate that lung cysts can develop at a restricted area along the lung epithelium. They are consistent with our model in which YAP controls local epithelial cell properties (Figure 1W) and loss of YAP in a given location of the lung epithelium can disrupt lung development, leading to local cyst formation.

### Local cyst formation in the absence of YAP is independent of proximal cell-type specification

Our model suggests that cyst formation in the absence of *Yap* is due to changes in local cell properties. We expect that cell-type specification would only be affected in regions where defective branching is caused by loss of YAP. To test this idea, we took advantage of *Yap^f/f^; Sox9^Cre/+^* and *Yap^f/f^; spc^Cre/+^* lungs in which the lung cysts are located in the distal part of the lung. We performed marker analysis on *Yap^f/f^; Sox9^Cre/+^* and *Yap^f/f^; spc^Cre/+^* lungs collected at 10.5–18.5 *dpc* to determine lung cell-type specification. If YAP controls lung development by regulating local epithelial cell properties, we anticipate that disruption of local branching in the distal epithelium of *Yap^f/f^; Sox9^Cre/+^* and *Yap^f/f^; spc^Cre/+^* lungs will not disturb specification of proximal lung cell types.

Indeed, we discovered that expression of SOX2 and markers of proximal cell types appeared to be well maintained in *Yap^f/f^; Sox9^Cre/+^* and *Yap^f/f^; spc^Cre/+^* (and even in *Yap^f/f^; Nkx2.1^Cre/+^*) lungs (Figure 4A–H; Figure 4—figure supplement 1). For instance, production of lung cell types in the more proximal airways, such as Clara [club] cells (CC10 [Scgb1a1]^+^), ciliated cells (Ac-tubulin^+^) and pulmonary neuroendocrine cells (CGRP^+^), in *Yap^f/f^; Sox9^Cre/+^* and *Yap^f/f^; spc^Cre/+^* lungs was indistinguishable from that in control lungs. As expected from distal cyst formation, the generation of distal cell types, including alveolar type II cells (SPC^+^, SPB^+^, SPD^+^) and type I cells (T1α^+^, Aqp5^+^), was severely affected in *Yap^f/f^; Sox9^Cre/+^* and *Yap^f/f^; spc^Cre/+^* lungs. This suggests that disruption of branching is associated with defective cell-type specification locally. In addition, cyst formation can be independent of proximal cell-type specification.

**Figure 4.**
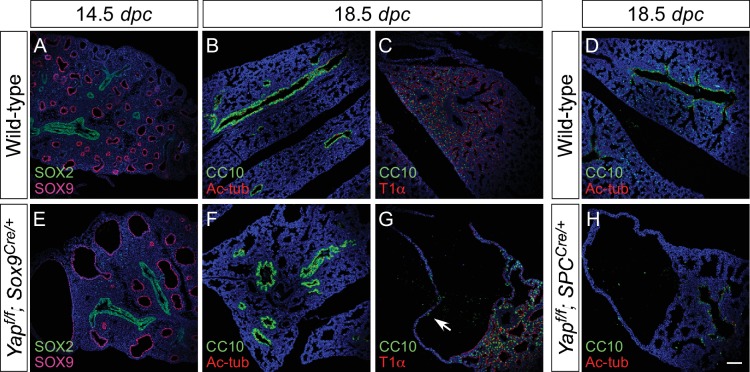
Proximal airway development is unaffected by loss of YAP in the distal airway. (**A–H**) Immunostaining of lung sections collected from wild-type, *Yap^f/f^; Sox9^Cre/+^* and *Yap^f/f^; spc^Cre/+^* mice at 14.5 and 18.5 *dpc* as indicated. Proximal-distal airway specification was unaffected in *Yap^f/f^; Sox9^Cre/+^* lungs as revealed by proper expression of the proximal (SOX2) and distal (SOX9) airway markers despite cyst formation in the SOX9^+^ lung epithelium. Moreover, cell types in the proximal airway of *Yap^f/f^; Sox9^Cre/+^* and *Yap^f/f^; spc^Cre/+^* mice were specified. For example, cells expressing CC10 (Clara cell marker) and acetylated-tubulin [Ac-tub] (ciliated cell marker) were detected in a similar pattern between control and mutant lungs. Scale bar = 100 μm for **A–H**. **DOI:** http://dx.doi.org/10.7554/eLife.21130.016

**Figure 4—figure supplement 1.**
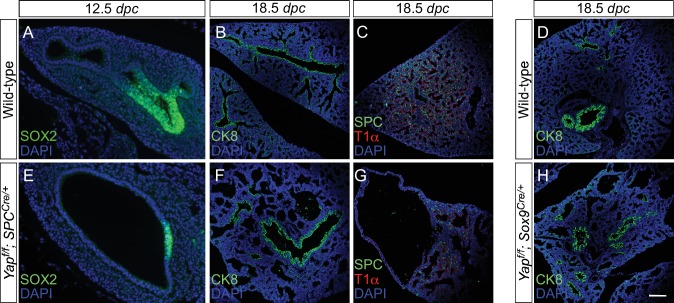
Disruption of the distal airway in *Yap^f/f^; spc^Cre/+^* and *Yap^f/f^; Sox9^Cre/+^* mouse lungs. (**A–H**) Immunostaining of lung sections collected from wild-type, *Yap^f/f^; spc^Cre/+^* and *Yap^f/f^; Sox9^Cre/+^* mice at 12.5 and 18.5 *days post coitus* (*dpc*) as indicated. Lung cysts were detected in the distal airway of *Yap^f/f^; spc^Cre/+^* and *Yap^f/f^; Sox9^Cre/+^* mice. Cell types in the proximal airway of *Yap^f/f^; spc^Cre/+^* and *Yap^f/f^; Sox9^Cre/+^* mice appeared to be properly specified as indicated by their expression of CC10 (Clara cell marker) and acetylated-tubulin [Ac-tub] (ciliated cell marker). SOX2 expression, which marks the proximal airway, was detected in a localized region of the lung cyst in *Yap^f/f^; spc^Cre/+^* mice at 12.5 *dpc*. This suggests that while lung branching morphogenesis was disrupted in *Yap^f/f^; spc^Cre/+^* lungs, specification of the proximal-distal airway was unaffected. Scale bar = 50 μm for **A**, **E**; 100 μm for **B–D**, **F–H**. **DOI:** http://dx.doi.org/10.7554/eLife.21130.017

### Cell junctions and cell polarity are not altered in *Yap*-deficient lungs

YAP is associated with cell junction proteins, and it was proposed that YAP activity is not only controlled by signals from the cell junction and the actin cytoskeleton but may also function in a feedback loop to control cell polarity and the cytoskeleton (Low et al., 2014; Boggiano and Fehon, 2012; Schroeder and Halder, 2012). Any defects in these essential cellular processes could underlie cystic lung development. Consistent with this notion, cysts form in *Cdc42*-deficient lungs in which apical-basal polarity is disrupted (Wan et al., 2013).

To test whether YAP regulates cell polarity, we investigated the distribution of aPKC (an apical marker), ZO1/ZO2 (subapical markers) and Laminin (a basolateral marker) in control and *Yap* mutant lungs. We showed that lung branches or cysts with proper apical aPKC, subapical ZO1/ZO2 and basolateral Laminin could be observed in *Yap* mutants at 11.5, 12.5 and 14.5 *dpc* (Figure 2—figure supplement 3). This suggests that lung epithelial cell polarity is not disrupted in the absence of YAP.

We also examined possible changes in cell junctions in *Yap*-deficient lungs. No apparent alterations in markers for tight junctions (e.g. ZO1, ZO2) and adherens junctions (e.g. E-cadherin, β-catenin and α-catenin) were found between control and *Yap* mutant lungs (Figure 2—figure supplement 3). Thus, loss of YAP does not perturb cell junctions at the light microscopy level. These results suggest that other cellular mechanisms are responsible for cyst formation in the absence of YAP.

### RNA-Seq and ChIP-Seq analysis of embryonic lungs uncovers new YAP-responsive genes that are involved in regulating the cell cycle and cellular contractility

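RNA was extracted from whole lungs of *Yap f/f; Shh Cre/+* embryos and their wild-type littermates at 12.5 *dpc*, with 3 libraries for each genotype. In these mutants, Cre recombinase produced from the *Shh* locus removes the floxed part of *Yap* from the lung epithelium. Stranded paired-end libraries were sequenced on HiSeq instruments, and the authors aligned the reads and compared the genotypes on the Maverix platform. The aligner, the test and the genome build for these libraries are not given in the sources used here. For each of 24402 loci, the authors' deposited table gives 1 value per genotype, the log2 fold change of *Yap* mutant over control lungs and an unadjusted p. The values were read as FPKM (fragments normalized for transcript length and library size) from the layout of the table, which does not name the unit. With 1 value per genotype, neither the spread between libraries nor the depth of each library is known. The values summed to 538651 FPKM in control lungs and 522467 FPKM in *Yap* mutant lungs. A p under 1 was listed for 14335 loci, and 10058 of the 10067 loci with a p of 1 had a mean under 1 FPKM. Because the table lists unadjusted p-values, the authors' p-values were adjusted here by the Benjamini-Hochberg method over the 14335 loci, and loci with an adjusted p under 0.05 were counted as changed. Of 21012 loci with a single gene symbol that the RefSeq annotation of GRCm38 holds, 20733 (98.7%) overlapped the gene of that symbol there, and coordinates are given on that build. *Yap1*, which lies on chromosome 9 from 7932001 to 8004596, had 76.1 FPKM in control and 65.6 FPKM in *Yap* mutant lungs in the authors' deposited table. Its log2 fold change was -0.21 (the authors' p = 0.0393, 0.255 after Benjamini-Hochberg adjustment). Whole-lung RNA includes the mesenchyme, where *Shh Cre* leaves *Yap* intact, and the value covers the whole locus, so it does not by itself show the deletion. The listed values of 4 Y-linked genes also differed between the groups, although none of these 4 passed the adjusted threshold. *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* had at most 0.0163 FPKM in control lungs and between 4.61 and 16.5 FPKM in *Yap* mutant lungs in the authors' deposited table. A difference in the sex of the embryos is a candidate explanation, and it would be confounded with genotype. The libraries from the later stage were not analysed here.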

To understand how disruption of local epithelial properties leads to defective lung branching and cyst formation, we performed RNA-Seq analysis on control and *Yap*-deficient lungs at 12.5 and 14.5 *dpc*, and similar results were obtained at both stages. 

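At an adjusted p under 0.05, 1313 loci differed between control and *Yap* mutant lungs at 12.5 *dpc*, of which 572 were lower and 741 were higher in the mutants. The choice that moved this count most was the threshold. At an unadjusted p of at most 0.05, the bound seen in the authors' list of changed loci and adopted here after the tables were seen, 2395 loci changed. Among the 1313 loci, 213 fell and 341 rose by at least 1 on the log2 scale. For the cell cycle, 35 genes of S phase and 47 genes of G2 and M phase had been listed beforehand. All 35 S-phase genes were lower in *Yap* mutant lungs, with a median log2 fold change of -0.19. *Cdc6* was the 1 S-phase gene past the adjusted threshold over all genes tested, and 1 gene passed when adjusted over the list alone, while 13 had an unadjusted p of at most 0.05 in the authors' deposited table. *Cdc6* was singled out after its values were seen, and its FPKM fell from 15.7 to 11.9 in the authors' deposited table. Of the genes of G2 and M phase, 43 were lower and 4 were higher, with a median of -0.15. None (0) of them passed the Benjamini-Hochberg threshold applied to the authors' p-values, over all genes or adjusted over the list alone, and 6 had an unadjusted p of at most 0.05. An actomyosin list, of 46 tested loci, had a median of -0.09. The medians of the S-phase and of the G2 and M-phase lists lay at percentile 0 of 10000 random lists of the same size matched on mean expression, and that of the actomyosin list lay at percentile 0.13. These percentiles describe the group values and are not a test across libraries. RNA came from whole lungs, and the median of a list of epithelial genes fell by 0.54 on the log2 scale.

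**Figure D1:**
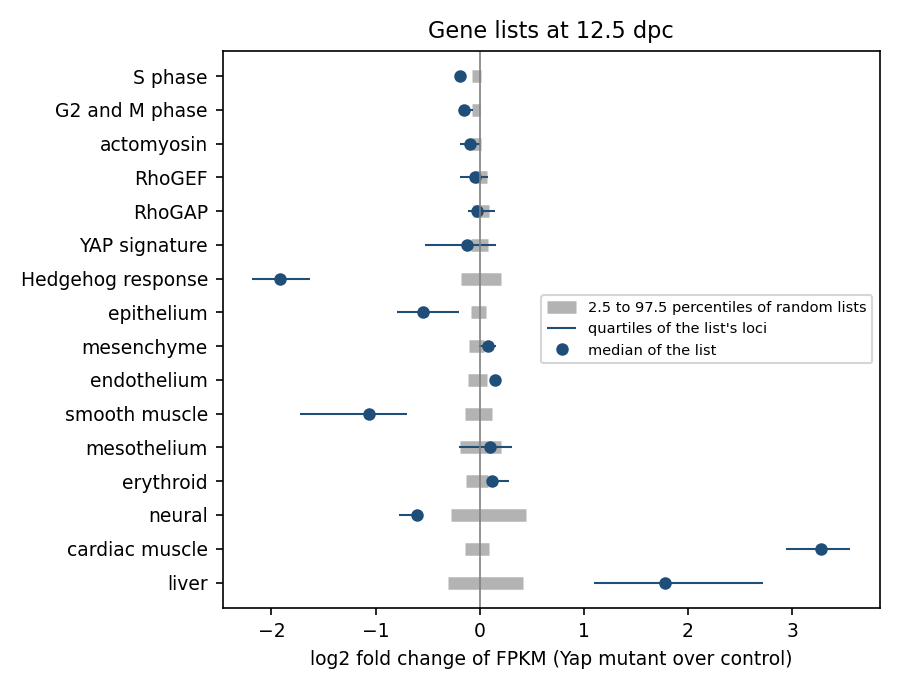
Median log2 fold change of FPKM (*Yap* mutant over control lungs) of 16 gene lists at 12.5 *dpc*, with lines from the lower to the upper quartile of each list's loci. Grey bars span the 2.5 to 97.5 percentiles of the medians of 10000 random lists matched on mean expression, and the S-phase, G2 and M-phase and actomyosin medians lie below their bars.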

Genes that control the cell cycle and cellular contractility topped the cluster of differentially expressed genes (Figure 5A,C). Genes described in this study were verified by qPCR analysis (Figure 5—figure supplement 1).

**Figure 5.**
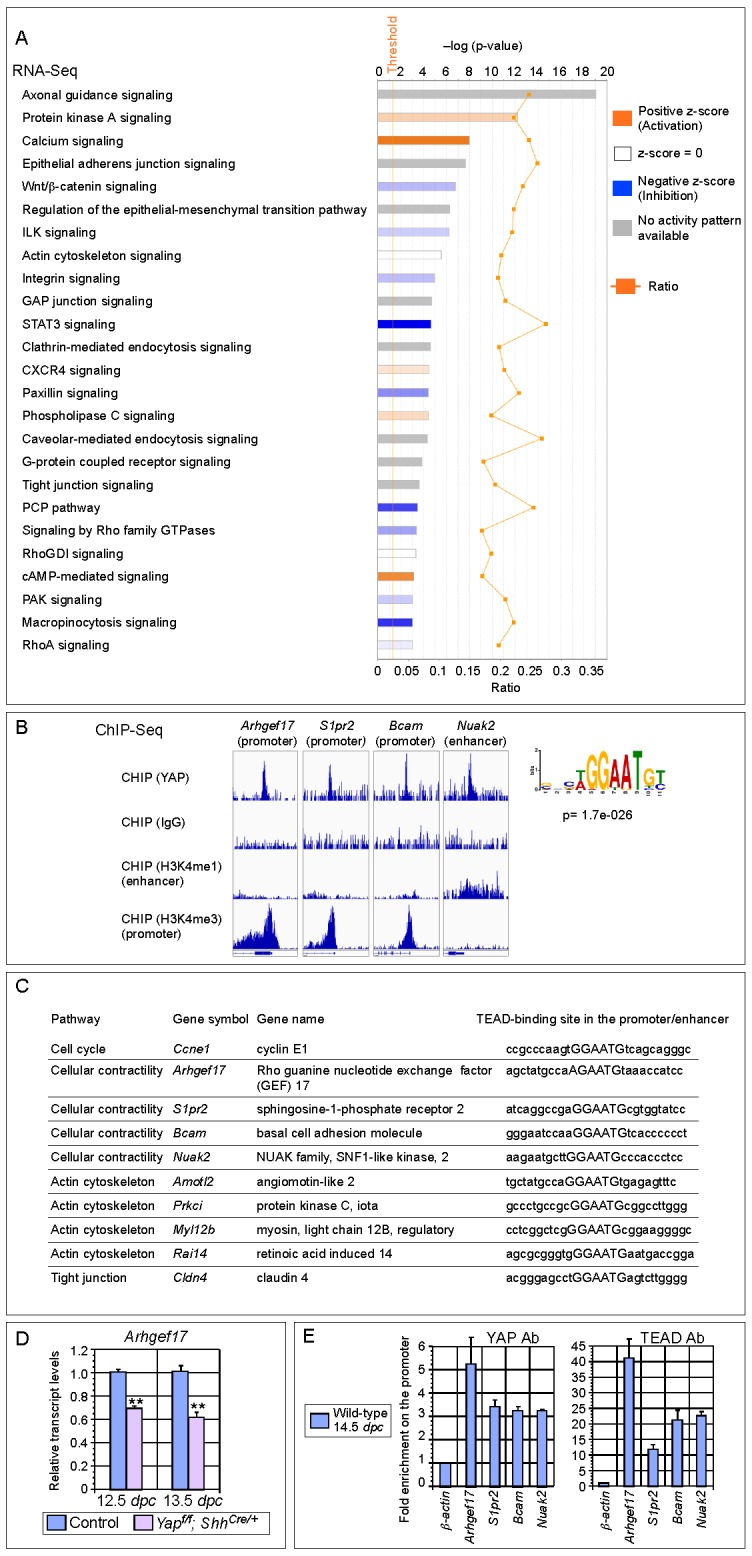
Genome-wide expression analysis identifies YAP targets that are involved in regulating cell proliferation and cellular contractility. (**A**) Pathway analysis of differentially expressed genes identified in RNA-Seq analysis of control and *Yap*-deficient lungs at 12.5 *dpc*. p-value and z-score were shown. The calculated z-score indicates the prediction of overall increase or decrease in the activity of a pathway. For z-score >0, the pathway is predicted to be activated; for z-score <0, the pathway is predicted to be inhibited. The ratio indicates the ratio of genes from the dataset that map to the pathway divided by the total number of genes that map to the same pathway. The orange line indicates a threshold of -log(p-value) = 1.30 (p<0.05) and the cutoff was set at -log(p-value) = 3 (p<0.001). Several pathways involved in regulating the cell cycle, cellular contractility and cell adhesion were uncovered. (**B**) Visualization of YAP-enriched peaks in ChIP-Seq for the indicated genes using Integrative Genomics Viewer (IGV). The peaks were associated with the promoter or enhancer as determined by ChIP-Seq for histone modiﬁcations. The conserved TEAD-binding site that is present in YAP-enriched peaks was also shown. (**C**) A list of *bona fide* YAP targets in the lung. These YAP targets not only contain a TEAD-binding site in their promoter/enhancer but their expression was also reduced in *Yap*-deficient lungs by RNA-Seq or qPCR analysis. Many of these YAP targets are involved in regulating cell proliferation and cellular contractility. (**D**) qPCR analysis of *Arhgef17* in wild-type and *Yap^f/f^; Shh^Cre/+^* lungs (n ≥ 3 for each group) at 12.5 and 13.5 *dpc*. The mRNA levels of *Arhgef17* were significantly reduced in the absence of *Yap*. Note that mRNA from the whole lung was used for qPCR analysis and *Arhgef17* in the mesenchyme was presumably unaffected by *Shh^Cre^*. All values are means ± SEM. (**) p<0.01 (unpaired Student’s *t*-test). (**E**) ChIP-qPCR of YAP targets identified from ChIP-Seq of wild-type lungs. Both YAP and TEAD were found to reside at the promoter of YAP targets. We also found that neither YAP nor TEAD was enriched on the *Sox2* promoter (not shown), suggesting that YAP does not directly regulate *Sox2* expression in the developing lung. **DOI:** http://dx.doi.org/10.7554/eLife.21130.018

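Pathway scores were not recomputed here, since the pathway database was not used. Some of the adhesion, junction and polarity genes that the paper names by symbol or protein are given here from the authors' deposited table. *Lama5*, which encodes a laminin chain and lies on chromosome 2 from 180176373 to 180225859, had 16.5 FPKM in control and 10.3 FPKM in *Yap* mutant lungs in the authors' deposited table, a log2 fold change of -0.68 (the authors' p = 5e-05, 0.000975 after Benjamini-Hochberg adjustment). *Prkci*, which like *Prkcz* encodes an atypical protein kinase C (aPKC), also passed the adjusted threshold, with a log2 fold change of -0.44. The genes that follow did not pass the adjusted threshold. *Cdh1* (E-cadherin) had a log2 fold change of -0.20 and an unadjusted p of 0.0626 in the authors' deposited table. For *Ctnnb1*, *Ctnna1* and *Prkcz*, the log2 fold changes in the authors' deposited table lay between -0.29 (*Prkcz*) and -0.01 (*Ctnna1*), and for *Tjp1* it was 0.03.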

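Of the 14 genes measured by qPCR in Figure 5—figure supplement 1, all 14 had a lower FPKM in *Yap* mutant than in control lungs at 12.5 *dpc* in the authors' deposited table. Past the adjusted threshold over all genes tested were 8 of them, and 14 passed when adjusted over the list alone, which is not independent evidence because the genes were chosen on these samples. Requiring a 1.5-fold change as well left 4. Among the genes that Figure 5C groups under the actin cytoskeleton, *Amotl2* (chromosome 9, 102717416 to 102733417) fell from 18.3 to 12.8 FPKM in the authors' deposited table, a log2 fold change of -0.52. *Prkci* (chromosome 3, 30995771 to 31052740) fell from 32.1 to 23.7 FPKM in the authors' deposited table, a log2 fold change of -0.44. *Rai14* (chromosome 15, 10568978 to 10790123) had 29.4 FPKM in control and 21.0 FPKM in *Yap* mutant lungs in the authors' deposited table, a log2 fold change of -0.49. For *Cldn4*, the tight junction gene on chromosome 5 from 134945124 to 134946934, the values in the authors' deposited table were 19.6 and 8.87 FPKM and the log2 fold change was -1.15. All of these had the authors' smallest listed p, 5e-05. *Myl12b* shares a locus with *Myl12a* (chromosome 17, 70973963 to 71002594), so its own change is uncertain. The joint value fell from 235.0 to 199.0 FPKM in the authors' deposited table (log2 fold change -0.24, the authors' p = 0.0283, 0.203 after Benjamini-Hochberg adjustment). *Suv39h2* had a log2 fold change of -0.17 with an unadjusted p of 0.0459 in the authors' deposited table, and of 8719 loci with no larger a change only 1, *Arhgef17*, had as small a p. *Itgb6* was low, at 0.332 FPKM in control and 0.131 FPKM in *Yap* mutant lungs in the authors' deposited table.

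**Figure D2:**
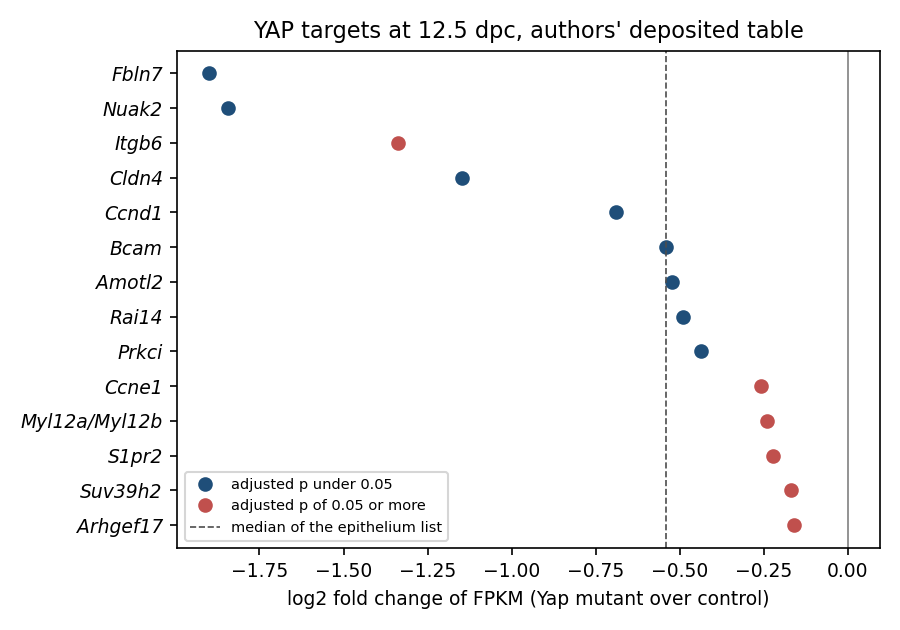
Log2 fold change of FPKM (*Yap* mutant over control lungs, from the authors' deposited table) of the 14 genes of Figure 5—figure supplement 1, coloured by whether the Benjamini-Hochberg adjusted p was under 0.05. All 14 points lie below 0, and 6 lie on or to the left of the dashed line at -0.54, the median of the epithelium list.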

**Figure 5—figure supplement 1.**
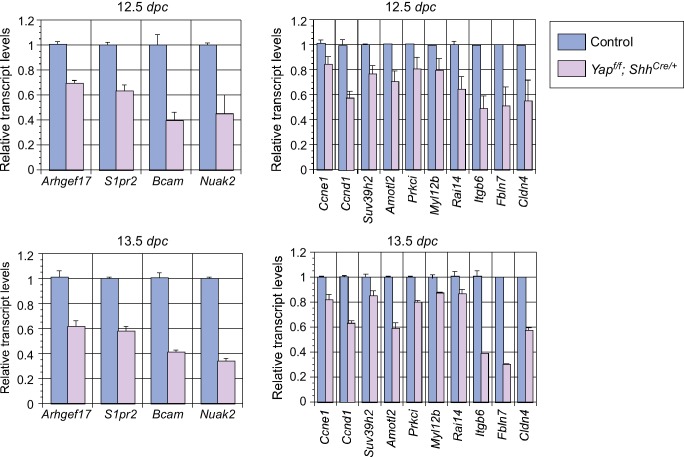
Analysis of the transcript levels of YAP targets in the mouse lung. qPCR analysis of YAP targets identified from RNA-Seq analysis of wild-type and *Yap*-deficient lungs at the stages indicated. The mRNA levels of various YAP targets that control cell proliferation and cellular contractility were significantly reduced in the absence of YAP. All values are means ± SEM. *dpc*, *days post coitus*. **DOI:** http://dx.doi.org/10.7554/eLife.21130.019

**Figure 5—figure supplement 2.**
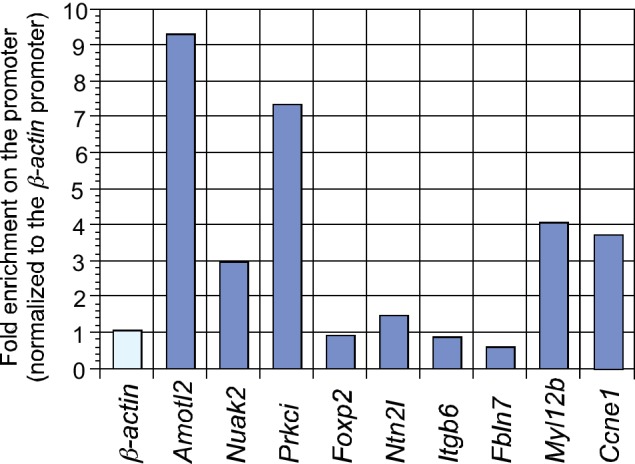
ChIP analysis identifies new YAP target genes in the mouse lung. ChIP analysis of a select group of genes that were downregulated in *Yap*-deficient lungs by RNA-Seq and qPCR. YAP was significantly enriched at the promoters *Amotl2*, *Nuak2*, *Prkci, Myl12b* and *Ccne1* at 14.5 *days post coitus* (*dpc*), indicating that they are *bona fide* YAP target genes. By contrast, no enrichment of YAP or TEAD was found at the *Sox2* promoter (data not shown). **DOI:** http://dx.doi.org/10.7554/eLife.21130.020

YAP is a transcriptional coactivator without intrinsic DNA-binding activity and YAP functions in conjunction with transcription factors TEAD1–4 to activate Hippo pathway targets. To systematically search for YAP targets during lung development, we performed ChIP-Seq analysis on wild-type lungs at 14.5 *dpc*. We showed that known YAP targets (such as *Ctgf*, *Ajuba* and *Amotl2*) were identified in this approach (Figure 5B; Figure 5—figure supplement 2). Many new YAP targets were also uncovered.

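All 10 genes of Figure 5C, *Ccne1*, *Arhgef17*, *S1pr2*, *Bcam*, *Nuak2*, *Amotl2*, *Prkci*, *Myl12b*, *Rai14* and *Cldn4*, had lower values in *Yap* mutant than in control lungs at 12.5 *dpc* in the authors' deposited table. Of these, 6 passed the adjusted threshold over all genes tested, and 10 passed when adjusted over the list alone. The list was chosen on these samples, so neither the second count nor the median that follows is independent evidence. Over the 9 loci with a mean of at least 1 FPKM, the median log2 fold change was -0.44, beside a fall of the epithelial genes' median by 0.54. For a list of known YAP targets fixed beforehand, which shares *Amotl2*, *Arhgef17* and *Nuak2* with Figure 5C, 14 of 21 tested loci were lower and 7 were higher. Over all genes tested, 7 lower and 3 higher loci passed, and 11 lower and 3 higher loci passed when adjusted over the list alone. The median of this list was -0.12, at percentile 0.14. Among the known targets, *Ajuba* had a log2 fold change of -0.53 in the authors' deposited table, and *Ctgf* one of -0.39 (the authors' p = 0.029, 0.206 after Benjamini-Hochberg adjustment). *Cyr61* fell by 0.77 on the log2 scale in the authors' deposited table, while *Ankrd1*, *Igfbp3* and *Rbms3* rose by 3.63, 1.00 and 0.31. *Ankrd1* is also expressed in heart muscle, and the median of a list of cardiac muscle genes rose by 3.27 in the same comparison. The peaks from ChIP-Seq were not analysed here.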

Analysis of both RNA-Seq and ChIP-Seq data allowed us to identify a list of YAP targets that not only have a reduced expression in *Yap* mutant lungs but also have a TEAD-binding site within the ChIP-Seq peak in their promoter/enhancer. Many of these YAP targets are involved in regulating the cell cycle (e.g. *Ccne1*) and cellular contractility (such as *Arhgef17*, *Bcam*, *S1pr2* and *Nuak2*) (Figure 5C–E). These genes are candidates to mediate YAP activity in controlling epithelial cell properties. 

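*Ccne1*, which encodes cyclin E1 and lies on chromosome 7 from 38097984 to 38107490, had 45.2 FPKM in control and 37.9 FPKM in *Yap* mutant lungs at 12.5 *dpc* in the authors' deposited table. This is a log2 fold change of -0.26 (the authors' p = 0.0183, 0.146 after Benjamini-Hochberg adjustment). *Ccnd1*, measured beside it in Figure 5—figure supplement 1, fell from 98.9 to 61.3 FPKM in the authors' deposited table, a log2 fold change of -0.69, and passed the adjusted threshold. Among the contractility genes named here, *Bcam* and *Nuak2* passed the threshold adjusted over all genes tested, and *Arhgef17* and *S1pr2* did not. The paper concludes that the genes of Figure 5C are YAP targets. It bases this on reduced expression in *Yap* mutant lungs by RNA-Seq or qPCR, together with a TEAD-binding site within a ChIP-Seq peak. By ChIP-qPCR, it also reports both YAP and TEAD at the promoters of *Arhgef17*, *Nuak2*, *Bcam* and *S1pr2*. It further reports YAP enrichment by ChIP at those of *Ccne1*, *Prkci*, *Amotl2* and *Myl12b*. It describes many of these targets as regulators of the cell cycle or of cellular contractility.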

While cell adhesion/tight junctions and the cytoskeleton have been shown to influence Hippo signaling (Matsui and Lai, 2013; Dupont et al., 2011), our new findings suggest that Hippo signaling reciprocally controls the actomyosin cytoskeleton and mechanical force production. This could transduce essential functions of YAP during lung development.

### The rate of cell proliferation is reduced while cell death is unaltered in the absence of *Yap*

To explore the molecular mechanisms that underlie the *Yap* mutant phenotypes, we investigated whether cell proliferation was affected in *Yap*-deficient lungs. To this end, we quantified BrdU+ or EdU+ cells in the epithelial and mesenchymal compartments of control and *Yap*-deficient lungs at 11.5, 12.5 and 14.5 *dpc*. This method provided a more accurate assessment of cell proliferation than using Ki67, PH3 or PCNA since only cells in the S phase will be selectively labeled. We noticed that the rate of cell proliferation in *Yap*-deficient lung epithelium was reduced, while mesenchymal cell proliferation was unaffected in the absence of YAP (Figure 6A–C and data not shown). Decreased cell proliferation in *Yap* mutant lungs would lower the number of epithelial cells and contribute to the failure of lung branching in *Yap* mutants.

**Figure 6.**
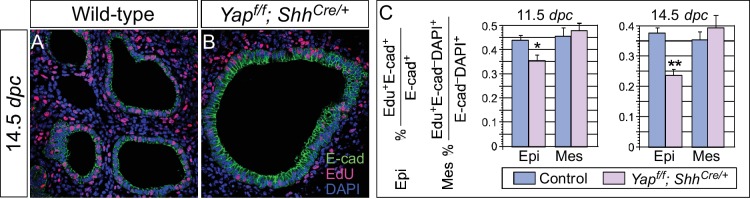
Cell proliferation is reduced in the epithelium of *Yap*-deficient lungs. (**A,B**) Immunostaining of lung sections collected from wild-type and *Yap^f/f^; Shh^Cre/+^* mice injected with EdU at 14.5 *dpc*. Lung epithelial cells were distinguished by E-cadherin (E-cad) staining. (**C**) Quantification of cell proliferation rate in the epithelium (Epi) and mesenchyme (Mes) of control and *Yap^f/f^; Shh^Cre/+^* lungs at 11.5 and 14.5 *dpc*. The rate of epithelial cell proliferation was calculated as the ratio of the number of EdU^+^ epithelial cells (EdU^+^E-cad^+^) to the number of epithelial cells (E-cad^+^). An apparent reduction in the percentage of EdU^+^ cells was detected in the epithelium of *Yap^f/f^; Shh^Cre/+^* lungs compared to controls (n ≥ 8 for each group). By contrast, cell proliferation in the mesenchyme, where YAP was untouched by *Shh^Cre^*, was indistinguishable between control and *Yap^f/f^; Shh^Cre/+^* lungs. The rate of mesenchymal cell proliferation was calculated as the ratio of the number of EdU^+^ mesenchymal cells (EdU^+^E-cad^–^ DAPI^+^) to the number of mesenchymal cells (E-cad^–^ DAPI^+^). All values are means ± SEM. (*) p<0.05; (**) p<0.01 (unpaired Student’s *t*-test). We found that most epithelial cells in control or *Yap*-deficient lungs at 11.5 *dpc* expressed Ki67. This is likely due to a short cell cycle at this stage, which makes Ki67 (as well as other commonly used markers) unsuitable for accurate detection of differences in cell proliferation. **DOI:** http://dx.doi.org/10.7554/eLife.21130.021

In contrast, the rate of cell death by TUNEL assay was unaltered in the absence of *Yap* (data not shown). Thus, cell death is neither a key factor in mediating YAP activity in the lung nor a contributor to cyst formation in the absence of YAP.

### Mechanical force production is impaired in *Yap* mutant lungs

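In the actomyosin list, 34 of 46 tested loci were lower and 12 were higher in *Yap* mutant lungs at 12.5 *dpc*. Past the adjusted threshold over all genes tested were 5 lower loci, *Myh14*, *Mylk*, *Tpm2*, *Tagln2* and *Rhob*, and 3 higher loci, *Tpm1*, *Myl9* and *Shroom3*. These 8 loci are named because they passed and were chosen after their values were seen. When adjusted over the list alone, 8 lower and 3 higher loci passed. The largest fall among them was that of *Myh14*, a nonmuscle myosin heavy chain gene on chromosome 7 from 44605803 to 44670843, from 1.87 to 0.589 FPKM in the authors' deposited table (log2 fold change -1.67). *Mylk*, which encodes a myosin light chain kinase, fell from 50.5 to 36.6 FPKM in the authors' deposited table (log2 fold change -0.46). A list of smooth muscle genes also fell, with a median log2 fold change of -1.06 (6 loci lower and 1 higher). Whole-lung values therefore do not say whether the falls in the actomyosin list come from the epithelium. The largest rise was that of *Tpm1*, a tropomyosin gene, from 203.3 to 271.3 FPKM in the authors' deposited table (log2 fold change 0.42). *Tpm1* is also expressed in heart muscle, and cardiac muscle genes were higher in the *Yap* mutant samples, with a median log2 fold change of 3.27, so the source of this rise is uncertain. For the myosin light chain gene *Myl9*, the values in the authors' deposited table were 97.2 FPKM in control and 125.3 FPKM in *Yap* mutant lungs (log2 fold change 0.37). *Rhoa*, *Rock1* and *Rock2* had log2 fold changes of -0.12, 0.02 and 0.09 in the authors' deposited table, and none of these 3 had an unadjusted p of at most 0.05.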

RNA-Seq analysis of *Yap*-deficient lungs revealed control of cellular contractility by Hippo signaling. Moreover, actomyosin-mediated contraction was shown to regulate lung branching in chick embryos (Kim et al., 2013). To study whether YAP controls cellular contractility and mechanical force production, we determined the expression of pMLC (phosphorylated myosin light chain) in control and *Yap* mutant lungs. pMLC is indicative of contractility mediated by actomyosin. We found that pMLC protein levels were significantly diminished in *Yap^f/f^; Shh^Cre/+^* lungs (Figure 7A; Figure 7—figure supplement 1). This led to our speculation that cortical pMLC, which is associated with mechanical force production during morphogenesis is disrupted in the absence of *Yap*. To test this idea, we utilized whole-mount immunofluorescence and two-photon microscopy to visualize the distribution of cortical pMLC. In addition, we focused on control and *Yap^f/f^; Shh^Cre/+^* lungs at 11.5 *dp*c when the branching defects were about to take place (Figure 7B,C). This would allow us to identify the driving force of defective branching. In wild-type lungs, cortical pMLC was distributed in both epithelial and mesenchymal cells at 11.5 *dpc* (Figure 7D–F). By contrast, cortical pMLC was drastically reduced in the epithelium but retained normal levels in the mesenchyme of *Yap^f/f^; Shh^Cre/+^* lungs at 11.5 *dpc* (Figure 7G–I).

**Figure 7.**
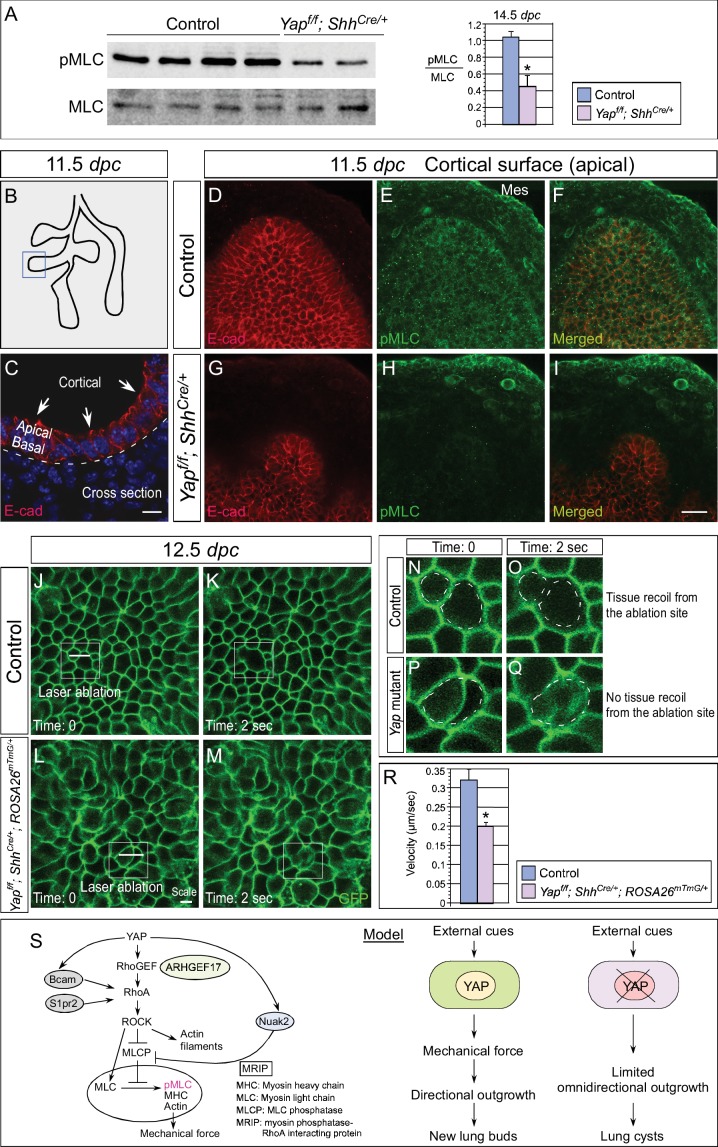
Cortical pMLC is greatly reduced in the epithelium of *Yap*-deficient lungs and mechanical force production is compromised. (**A**) Western blots of lysates derived from control and *Yap^f/f^; Shh^Cre/+^* lungs at 14.5 *dpc*. Protein levels of phosphorylated myosin light chain (pMLC) were significantly reduced in the absence of *Yap*. Moreover, the ratio of pMLC to MLC protein levels was also diminished in *Yap* mutant lungs. (**B**) Schematic diagram of wild-type lungs at 11.5 *dpc*. The boxed region indicates areas shown in **D–I**. (**C**) Cross-section of a lung bud that illustrates the apical and basal surface and cortical view along the apical surface. (**D–I**) Whole-mount immunostaining of control and *Yap^f/f^; Shh^Cre/+^* lungs at 11.5 *dpc* by two-photon microscopy. This enabled visualization of the distribution of pMLC along the cortical surface of epithelial cells located at the apical surface of the lung bud. Lung epithelium was identified by E-cadherin (E-cad). Cortical pMLC was detected in both the epithelium and mesenchyme (mes) of control lungs. By contrast, cortical pMLC could not be detected in the epithelium but retained wild-type levels in the mesenchyme of *Yap^f/f^; Shh^Cre/+^* lungs. (**J–M**) Laser ablation of control and *Yap^f/f^; Shh^Cre/+^; ROSA26^mTmG/+^* lungs. Lung epithelial cells were labeled by GFP from the *ROSA26^mTmG/+^* allele induced by *Shh^Cre^*. Laser ablation of lung epithelial cells by two-photon microscopy (indicated by bars in **J,L**) triggered recoiling of non-injured neighboring cells in control but not in *Yap*-deficient lungs (see Videos 1 and 2). Snapshots of the lung epithelium post-ablation were shown. The boxed regions in (**J–M**) indicate areas shown in (**N–Q**). (**N–Q**) The dotted lines in (**N,O**) demarcate the cell boundary prior to laser ablation in control lungs. Surrounding cells recoiled from the ablation site as indicated by the space between the dotted line and the new position of cells (**O**). By contrast, no tissue recoil was found in *Ya*p mutant lungs (**Q**). (**R**) The velocity of epithelial recoil was measured in control and *Yap*-deficient lungs after laser ablation. A reduction in velocity was found in the absence of YAP (n ≥ 6 for each group). All values are means ± SEM. (*) p<0.05 (unpaired Student’s *t*-test). (**S**) Schematic diagram of signaling cascades that control the production of pMLC and mechanical force. Our model suggests that YAP regulates multiple pathways to regulate pMLC generation. In addition to a YAP-ARHGEF17-RhoA-ROCK pathway, YAP also induces the expression of *Bcam*, *S1pr2* and *Nuak2* to enhance pMLC levels. BCAM and S1PR2 activate RhoA, while NUAK2 inhibits MLCP (myosin light chain phosphatase) in a RhoA-independent manner. The employment of a signaling network ensures the production of appropriate amounts of pMLC required for lung branching. Mechanical force production is perturbed in *Yap*-deficient lungs due to reduced pMLC. This would contribute to defective lung branching and cyst formation. Scale bar = 10 μm for **C**; 25 μm for **D–I**. **DOI:** http://dx.doi.org/10.7554/eLife.21130.022

**Figure 7—figure supplement 1.**
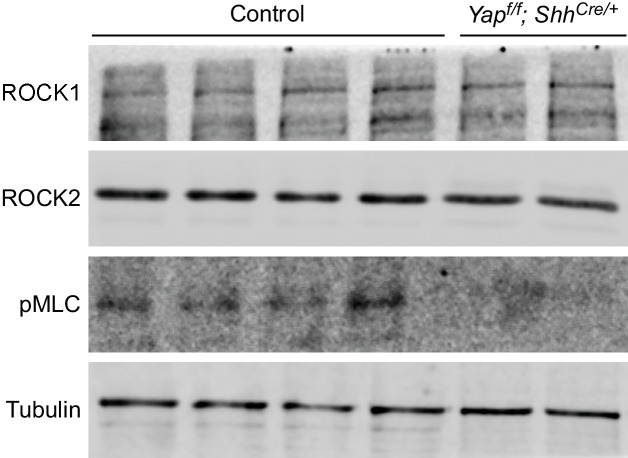
Reduction in pMLC protein levels in *Yap* mutant lungs. Western blots of lysates derived from wild-type and *Yap^f/f^; Shh^Cre/+^* lungs at 14.5 *dpc*. Protein levels of pMLC were significantly reduced in the absence of *Yap,* while ROCK1 and ROCK2 protein levels were not noticeably altered. This suggests that the activities and not protein levels of ROCK1/2 are reduced in the absence of *Yap*. Reduction in pMLC protein levels would disrupt mechanical force production. Tubulin was used as the loading control. *dpc*, *days post coitus*. **DOI:** http://dx.doi.org/10.7554/eLife.21130.023

To further test the role of YAP in mechanical force production during lung branching, we measured mechanical force generation in the absence of YAP. We performed laser ablation of a strip of GFP-labeled epithelial cells in control and *Yap^f/f^; Shh^Cre/+^; ROSA26mTmG* lungs using two-photon microscopy (Figure 7J–M). Epithelial cell loss triggered recoil of the surrounding cells from the ablation site in control lungs (Figure 7N,O; Video 1), which was followed by gradual movement of neighboring cells to cover the gap. By contrast, no tissue recoil was observed in *Yap*-deficient lungs following laser ablation (Figure 7P,Q; Video 2). The initial velocity of the recoil in the first few seconds post-ablation is shown to be proportional to the magnitude of the resting tension (Hutson et al., 2003). Thus, measuring the recoil of the surrounding cells within the first few seconds of laser ablation would allow us to probe the mechanical state of the lung. We found that the velocity of recoil was reduced in *Yap*-deficient lungs compared to that of control lungs (Figure 7R). This is consistent with compromised mechanical force production in the absence of YAP.

**Video 1.** Movement of surrounding cells after laser ablation of lung epithelial cells in control mice. Immediately following laser ablation by two-photon microscopy, movement of epithelial cells (labeled by GFP) surrounding the injured cells were imaged at one frame per sec (fps) for 50 s. The movie was played back at 10 pfs. Video 1 is related to Figure 7J,K. **DOI:** http://dx.doi.org/10.7554/eLife.21130.024

**Video 2.** Movement of surrounding cells after laser ablation of lung epithelial cells in *Yap^f/f^; Shh^Cre/+^; ROSA26^mTmG/+^* mice. Immediately following laser ablation by two-photon microscopy, movement of epithelial cells (labeled by GFP) surrounding the injured cells were imaged at one frame per sec (fps) for 50 s. The movie was played back at 10 pfs. Video 1 is related to Figure 7L,M. **DOI:** http://dx.doi.org/10.7554/eLife.21130.025

We propose that reduction in cortical pMLC at very early stages of lung development (prior to cell differentiation) would compromise mechanical force production and lead to defective branching. This further suggests that altered epithelial cell properties underlie the lung abnormalities in *Yap* mutants.

### YAP regulates pMLC levels and mechanical force production via multiple pathways

Control of actin and pMLC is mediated by the RhoA–ROCK cascade (Amano et al., 2010) (Figure 7S). The small GTPase Rho binds and activates ROCK (Rho-associated protein kinase). ROCK is the major regulator of the actomyosin cytoskeleton and ROCK enhances myosin phosphorylation and consequently cellular contractility. RhoA activity is regulated by RhoGEF (Rho guanine exchange factor), which activates RhoA, and RhoGAP (Rho GTP activating factor), which inhibits RhoA.

To investigate the molecular mechanisms by which YAP regulates pMLC levels, we searched for RhoGEFs that are downregulated in *Yap* mutant lungs. 

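Of 55 RhoGEF loci with a p under 1, 33 were lower and 22 were higher in *Yap* mutant lungs at 12.5 *dpc*. The list holds every symbol starting *Arhgef* and other exchange factor genes, such as *Tiam2*, *Fgd1* and *Sos1*. Which GTPase each acts on was not considered, so a member need not activate RhoA. At an unadjusted p of at most 0.05 in the authors' deposited table, 11 were lower and 4 were higher. Past the adjusted threshold over all genes tested, and also when adjusted over the list alone, 5 were lower and 2 were higher. The lower ones were *Arhgef19*, *Tiam2*, *Plekhg3*, *Arhgef26* and *Net1*, with log2 fold changes in the authors' deposited table of -0.72, -0.70, -0.55, -0.50 and -0.41. The higher ones were *Arhgef6* and *Spata13*, with log2 fold changes of 0.66 and 0.49 in the authors' deposited table. Over the 54 loci with a mean of at least 1 FPKM, the median log2 fold change was -0.04, at percentile 2.11 of the matched random lists. With a mean of at least 5 FPKM required, the percentile was 6.82. RhoGAP genes were taken as those with a symbol starting *Arhgap*. Of their 30 tested loci, 18 were lower and 12 were higher, with a median of -0.03 at percentile 19.7. Past the adjusted threshold were 3 lower RhoGAP loci, *Arhgap8*, *Arhgap24* and *Arhgap28*, and 2 higher ones, *Arhgap20* and *Arhgap31*, all named after their values were seen. When adjusted over the list alone, 3 were lower and 3 were higher. The FPKM of *Arhgap8* differs between the authors' 2 deposited tables, at 1.06 and 1.51 in *Yap* mutant lungs, and is lower than the control value in both.

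**Figure D3:**
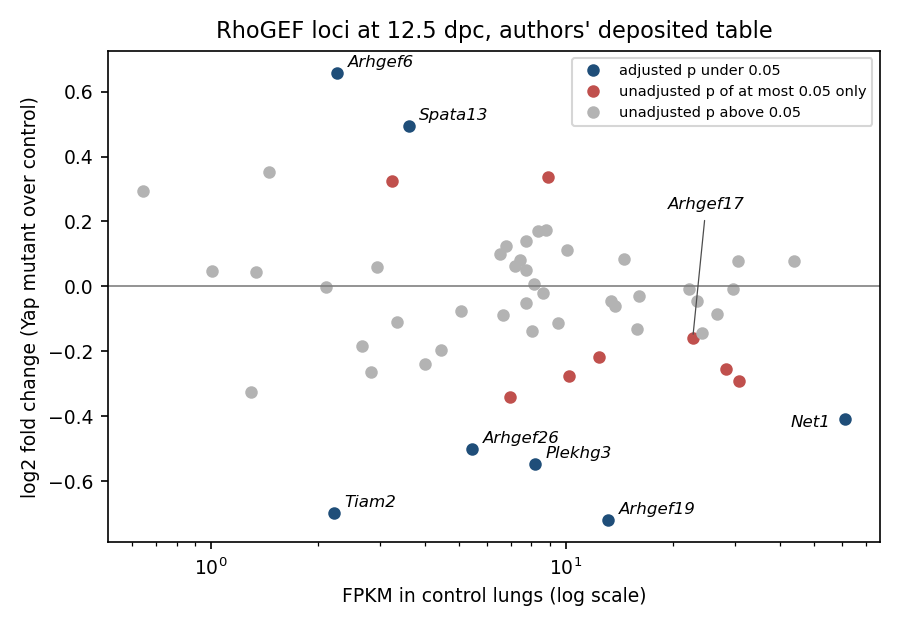
Log2 fold change (*Yap* mutant over control lungs) against FPKM in control lungs on a log scale for the RhoGEF loci with a p under 1, from the authors' deposited table. Blue points passed the adjusted threshold, red points had only an unadjusted p of at most 0.05, and *Arhgef17* lies at 22.8 FPKM and -0.16.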

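*Arhgef17* lies on chromosome 7 of GRCm38 from 100869746 to 100932161. It had 22.8 FPKM in control and 20.4 FPKM in *Yap* mutant lungs at 12.5 *dpc* in the authors' deposited table, a log2 fold change of -0.16. The authors' p for it was 0.0312, and it was 0.218 after Benjamini-Hochberg adjustment over all loci tested. Of 8460 loci with no larger a change, 0 had as small a p in the authors' deposited table, where the next smallest was 0.121. Among the 11 RhoGEF loci lower at an unadjusted p of at most 0.05, the fall of *Arhgef17* ranked 11 by size. By FPKM in control lungs, it ranked 10 among the 55 RhoGEF loci.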

We found that the mRNA levels of *Arhgef17* (encoding a RhoGEF) were reduced in *Yap*-deficient lungs by RNA-Seq and qPCR analysis (Figure 5D). Notably, ChIP-Seq analysis of YAP identified a peak in the *Arhgef17* promoter, which contains a conserved TEAD-binding site. We showed that both YAP and TEAD reside in the *Arhgef17* promoter in embryonic lungs at 14.5 *dpc* by ChIP-qPCR analysis (Figure 5E), indicating that *Arhgef17* is a direct YAP target. This suggests that ARHGEF17 is an effector of YAP in controlling a Rho–ROCK-pMLC cascade and mechanical force production.

Dynamic lung branching requires intricate control of cellular contractility. We surmise that YAP controls pMLC levels and mechanical force production through multiple pathways, including a YAP–RhoGEF–RhoA–ROCK pathway (Figure 7S). Indeed, our RNA-Seq and ChIP-Seq analyses uncovered several new YAP targets that regulate pMLC levels via different mechanisms. They include the *Laminin alpha 5 receptor* (*Bcam*), *Sphingosine-1-phosphate receptor 2* (*S1pr2*) and *NUAK family, SNF1-like kinase, 2* (*Nuak2*). Expression of these genes was downregulated in the absence of YAP. Furthermore, conserved TEAD-binding sites were found in the promoters of *Bcam*, *S1pr2* and *Nuak2* (Figure 5C), where the YAP and TEAD proteins reside as revealed by ChIP-Seq and ChIP-qPCR analysis (Figure 5E). 

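*Bcam* lies on chromosome 7 from 19756138 to 19770532 and fell from 47.8 FPKM in control to 32.8 FPKM in *Yap* mutant lungs at 12.5 *dpc* in the authors' deposited table. Its log2 fold change was -0.54 (the authors' p = 5e-05, 0.000975 after Benjamini-Hochberg adjustment), the same as the median of the epithelial genes to 2 decimals. *S1pr2*, on chromosome 9 from 20965952 to 20976793, had 29.4 and 25.2 FPKM in the authors' deposited table. Its log2 fold change was -0.22 (the authors' p = 0.045, 0.28 after Benjamini-Hochberg adjustment). *Nuak2*, on chromosome 1 from 132316125 to 132333488, was low in both groups, at 1.38 FPKM in control and 0.384 FPKM in *Yap* mutant lungs in the authors' deposited table. It had the largest fall of the 3, with a log2 fold change of -1.84 and an unadjusted p of 5e-05 in the authors' deposited table.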

BCAM and S1PR2 can activate RhoA (Collec et al., 2011; Randriamboavonjy et al., 2009) to promote pMLC production. The NUAK2 kinase can also enhance pMLC generation by inhibiting MLC phosphatase independently of RhoA (Zagórska et al., 2010). Our results suggest that YAP could control pMLC levels and mechanical force production through an elaborate signaling network (Figure 7S).

## Discussion

Our work provides new insight into the molecular mechanisms by which YAP controls lung development. We propose that reduced cell number and disrupted mechanical force generation contribute to defective branching in *Yap* mutant lungs. Previous studies reported abnormal lung branching through pharmacological manipulation of Rho, ROCK or the actomyosin cytoskeleton in *ex vivo* lung culture (Moore et al., 2005). This is consistent with our model in which mechanical force production via regulation of pMLC levels could play a central role in lung branching during development. These key findings establish a new conceptual framework for understanding how changes in local epithelial properties mediated by YAP drive lung branching morphogenesis. Major steps forward include studies that integrate dynamic changes in cellular properties in real time and investigations aimed to reveal how YAP senses changes in the external environment and the molecular mechanisms by which YAP outputs modify cellular behavior. These endeavors would unveil how Hippo signaling executes crucial steps of lung development. We anticipate that these results will also inform us how aberrant Hippo signaling leads to lung pathology.

Control of tissue tension by YAP has been described in medaka embryos (Porazinski et al., 2015). Interestingly, ARHGAP18 was reported to be an effector of YAP in that study. Moreover, the Hippo pathway can regulate F-actin accumulation in Drosophila (Gaspar and Tapon, 2014) and YAP regulates genes that control cell cycle progression, F-actin polymerization and actin cytoskeleton remodeling in the mammalian heart (Morikawa et al., 2015). These genes were proposed to function in cell migration in the heart. By contrast, our work uncovers YAP targets that may regulate phosphorylation of myosin light chain and consequently mechanical force production in the lung. The actin cytoskeleton itself does not generate mechanical force. Mechanical force production is mediated by contraction of myosin in the actomyosin cytoskeleton, a network composed of myosin associated with F-actin bundles. Thus, our studies offer new insight into how YAP controls patterning of mammalian organs via cell number and mechanical force. It is unclear in which steps during lung branching these two cell properties are required and how they impact the morphogenetic movement. Nor is it clear what the functional consequence is when either cell number or mechanical force is disrupted. For instance, would a reduction in epithelial cell number lead to a smaller sized lung with grossly correct patterning? Answering these important questions would rely on additional genetic manipulations in mice. These studies will reveal the interplay between changes in cell number and acquisition of cellular properties, a long-standing question in tissue patterning.

In this study, we focus on how epithelial cell properties regulated by YAP contribute to lung branching. Given the complex interactions between the epithelium and mesenchyme during lung development, it is conceivable that coordination between these two compartments is critical for stereotypical branching. Indeed, classical transplantation studies have revealed the inductive ability of the mesenchyme in epithelial branching. Interestingly, recent studies suggest the involvement of mesenchymal smooth muscle in epithelial branching (Kim et al., 2015). How mesenchymal signals impinge on YAP activity is unclear. A better understanding of the molecular events in both the epithelial and mesenchymal compartments during branching is required to unveil the reciprocal interactions between these two compartments and the role that Hippo signaling plays in this process. We also anticipate that a combination of genetic studies, *ex vivo* organ explants and pharmacological and molecular manipulations would complement each other and bring us a more complete picture of how branching is executed at the molecular level.

Our work reveals a complex signaling network by which YAP regulates pMLC levels and cortical contractility. In addition to inducing *Arhgef17*, YAP also activates multiple pMLC regulators. This would ensure a dynamic control of pMLC levels in a temporally and spatially specific manner required for mechanical force production and lung branching. It is interesting to note that YAP also regulates the expression of other regulators of the actomyosin cytoskeleton. While many regulators of the cytoskeleton are known to control Hippo signaling, our finding reveals a novel feedback control of the actomyosin cytoskeleton by YAP. This could function to fine-tune mechanical force production. Uncovering the *in vivo* function of YAP targets that we have identified during lung development would increase our understanding of how YAP controls cellular contractility.

We reported mosaic patterns of nuclear YAP distribution in lung epithelium. pYAP levels also vary significantly from cell to cell in both the proximal and distal airways, and a lower pYAP level is usually associated with nuclear localization of YAP. This suggests that YAP is dynamically shuttling in and out of the nucleus along the entire lung epithelium. On the average, 30–50% proximal and 10–28% distal epithelial cells contain cytoplasmic YAP, which is presumed to be inactive. Lung branching takes place at specific locations in the lung (Metzger et al., 2008). It is likely epithelial cells that undergo active branching need to maintain active YAP signaling. By contrast, epithelial cells not actively branching may have inactive YAP through YAP phosphorylation. We speculate that this could serve to facilitate directional epithelial movement and new bud formation. How nuclear YAP is activated and maintained in lung epithelial cells requires future investigations. Lung epithelial cells with scanty nuclear YAP usually stain positive for cytoplasmic YAP. If cytoplasmic YAP is inactive as postulated, we anticipate that deletion of YAP in these cells should not have significant functional consequences. Namely, deletion of cytoplasmic YAP by Cre is not expected to exert non-cell autonomous effects on neighboring cells that contain nuclear YAP. As an extension of these ideas, we propose that pMLC is only produced and/or maintained at active sites of branching. This would allow mechanical force production in a regional manner and induce corresponding morphological changes. Consistent with this idea, pMLC was shown to exhibit dynamical patterns in the epithelial membrane during branching morphogenesis (Schnatwinkel and Niswander, 2013). In the absence of YAP, disruption of pMLC production leads to a failure of new bud formation. One possibility is that new bud formation requires increased mechanical tension at the apical surface for its expansion and protrusion to produce new buds, while less tension is present in the interbud region. Testing these models relies on refined genetic manipulation coupled with cellular manipulation, real-time imaging and theoretical modeling.

Loss of YAP induced by *Shh^Cre^* resulted in global cystic formation. It is interesting to note that the trachea and main stem bronchi appears to be spared. Moreover, most cysts also expressed SOX9. This could be due to a failure of *Sox9*-expressing progenitors to generate a sufficient number of cells that become the SOX2^+^ conducting airway (Alanis et al., 2014). It is also possible that a fundamental difference in the mechanical properties of lung epithelial cells exists in different regions of the lung. In this scenario, cyst formation due to loss of mechanical force may be prone to occur at the distal tips of the lung. By contrast, lung epithelial cells in the proximal part of the airway may receive mechanical restraints from neighboring cells and cyst formation is less frequent.

How YAP integrates signals from the environment and orchestrates changes in local cell properties of the lung epithelium is unknown. Given that major signaling pathways control key aspects of lung branching, it is likely that these signals funnel through YAP. Interestingly, a previous study reported distal cyst formation in *Frizzled 2* (*Fzd2*)-deficient lungs (Kadzik et al., 2014). Loss of *Fzd2* also resulted in reduced apical pMLC expression (Kadzik et al., 2014). These findings led to a model in which non-canonical Wnt signaling through its receptor Fzd2 regulates epithelial cell behavior necessary for lung branching. This raises the interesting possibility that Wnt signaling could impinge upon YAP during branching morphogenesis. The relationship between Wnt and YAP is controversial in the literature. Future genetic studies in mice are required to clarify the physiological function of pathway interactions *in vivo*.

Our findings differ in several ways from a previous report in which localized YAP activity was detected in the lung (Mahoney et al., 2014). In this model, a nuclear-cytoplasmic shift of YAP protein marks the ‘transition zone’, a small proximal epithelial domain (SOX2^+^) abutting the distal SOX9^+^ epithelial compartment (Mahoney et al., 2014). Namely, nuclear YAP is present in cells in the distal airway and the transition zone, while cytoplasmic YAP is detected in the proximal airway. We found that active nuclear YAP is distributed along the entire airway epithelium. It is unclear why our results are different from the published work (Mahoney et al., 2014). We speculate that tissue processing and the staining procedure (such as tyramide signal amplification) may have played a role since they could unmask YAP antigens.

Moreover, nuclear YAP in SOX2^+^ cells at the ‘transition zone’ was proposed in the published literature (Mahoney et al., 2014) to directly induce *Sox2* expression. This enables the initiation of the progenitor cell program that forms the airways during branching morphogenesis. The global cystic lung phenotype in *Yap^f/f^; Shh^Cre/+^* mice was attributed to loss of a *TGF*β-mediated proximal-distal program due to selective disruption of a YAP-SOX2 axis in the transition zone. While attractive, this model seems to be at odds with studies in other tissues where Hippo signaling exerts a general effect on all cells. In this study, we found no evidence of localized YAP activity to the transition zone. Importantly, if the lung phenotypes in *Yap* mutants can only be initiated at a specific location in the lung epithelium (such as the ‘transition zone’ connecting SOX2^+^ and SOX9^+^ populations), we do not anticipate lung cysts to form in *Yap^f/f^; Sox9^Cre/+^* or *Yap^f/f^; spc^Cre/+^* lungs since high levels of Cre activity are not present in the SOX2^+^YAP^nuclear ^transition zone in these mice. In fact, we observed distal cysts in both *Yap^f/f^; Sox9^Cre/+^* and *Yap^f/f^; spc^Cre/+^* lungs (Figure 3). These findings contradict the predictions of localized YAP activity in the transition zone and instead support our model of a general effect of YAP on epithelial cell properties. Taken together, our studies form the basis of future mechanistic studies to understand how modulation of local epithelial properties by major signaling pathways controls cell number, morphogenetic movement and pattern formation.

## Materials and methods

### Animal husbandry

*Shh^Cre^* [B6.Cg-*Shh^tm1(EGFP/cre)Cjt^/J*; RRID:IMSR_JAX:005622], *Nkx2.1^Cre^* [C57BL/6J-*Tg (Nkx2–1-cre)2Sand/J*] and *ROSA26^mTmG^* [*Gt(ROSA)26Sor^tm4(ACTB-tdTomato,-EGFP)Luo^/J*; RRID: IMSR_JAX:007576] mice were obtained from Jackson Laboratory (Bar Harbor, ME, USA). *spc^Cre^* (*Sftpc-Cre*) mice [*Tg(Sftpc-cre)1Blh*; MGI:3574949] were given by Dr. Brigid Hogan and *Sox9^Cre^* [*Sox9t^m3(Cre)Crm^*; MGI: 3608931] mice by Dr. Benoit de Crombrugghe. The *Yap* floxed allele [MGI: 5446483] was provided by Dr. Eric Olson. The Institutional Animal Care and Use Committee (IACUC) at the University of California, San Francisco, approved all experiments performed in this study.

Matings were set up to obtain *Yap^f/f^; Shh^Cre/+^* mice, which are also called *Yap* mutants in this study since their lung phenotypes likely represent a complete loss of YAP activity in the lung epithelium. *Yap^f/f^; Shh^Cre/+^* embryos were visibly smaller than their wild-type littermates and all of them had a short curly tail, which could be used to identify *Yap^f/f^; Shh^Cre/+^* embryos by their outer appearance. Of note, *Yap^f/f^; Shh^Cre^/Cre* mice (carrying two copies of *Shh^Cre^*) exhibited the classical Hedgehog defects due to disruption of the *Shh* locus and died at various time points during embryonic development (Chiang et al., 1996).

The efficiency of conversion of a conditional allele into a null allele by Cre recombinase varies for different conditional alleles. The *ROSA26^mTmG^* reporter is a very sensitive readout of Cre activity. In mice that carry *Sox9^Cre/+^; ROSA26^mTmG/+^*, *spc^Cre/+^; ROSA26^mTmG/+^* or *Nkx2.1^Cre/+^; ROSA26^mTmG/+^*, most epithelial cells were labeled by GFP (Song et al., 2012). By contrast, Cre activity from these three lines was not sufficient to convert a conditional allele of *Yap* into a null allele except in the distal airway for *Sox9^Cre^* and *spc^Cre^* and in the upper lobe for *Nkx2.1^Cre^*. Consistent with this notion, while Nkx2.1^Cre^ activity was widely distributed along the lung epithelium as assessed by the R26R reporter (Soriano, 1999), Nkx2.1^Cre^ activated β-catenin only in limited areas of the lung epithelium (Li et al., 2009a). A major factor that affects the efficiency of Cre excision is the distance between the two LoxP sites. We noticed that the distance between the two LoxP sites in the *Yap^f^* allele we used is approximately 1 kb. This could have contributed to the lower efficiency of conversion of a *Yap^f^* allele to a null allele by Cre lines in comparison with the reporter alleles.

### Histology and immunofluorescence

Mouse embryos were harvested at indicated time points, and the embryos or dissected lungs were fixed in 4% paraformaldehyde (PFA) in PBS for 1–2 hr at 4°C. Embryos or lungs were embedded in paraffin wax and sectioned at 6 μm or embedded in OCT and sectioned at 10 μm. Histological analysis was performed as reported (Song et al., 2012; Lin et al., 2012).

Histology and immunohistochemistry was performed following standard procedures. The following primary antibodies were used: rabbit anti-NKX2.1 (1:100; Epitomics (Burlingame, CA, USA) #2044–1; RRID:AB_1267367), mouse anti-p63 (1:100; Santa Cruz Biotechnology (Dallas, TX, USA) #sc8431; RRID:AB_628091), goat anti-Clara cell 10 kDa protein (CC10) (S20) (1:200; Santa Cruz Biotechnology #sc-9773; RRID:AB_2183391), mouse anti-acetylated (Ac)-tubulin (1:1000; Sigma-Aldrich (St. Louis, MO, USA) #T6793; RRID:AB_477585), rabbit anti-prosurfactant protein C (proSPC) (1:400; MilliporeEMD Millipore (Billerica, MA, USA) #AB3786; RRID:AB_91588), hamster anti-T1α (1:200; Developmental Studies Hybridoma Bank (Iowa City, IA, USA) #8.1.1; RRID:AB_531893), rat anti-E-cadherin (1:500; Life Technologies (Carlsbad, CA, USA) #13–1900; RRID:AB_2533005), rabbit anti-SOX2 (1:50; Abcam (Cambridge, MA, USA) #ab97959; RRID:AB_2341193), goat anti-SOX9 (1:50; R&D Systems (Minneapolis, ME, USA) #AF3075; RRID:AB_2194160), rabbit anti-pMLC (S19) (1:50; Cell Signaling Technology (Danvers, MA, USA) #3671S; RRID:AB_330248), goat anti-CTGF (1:100; Santa Cruz Biotechnology #sc-14939; RRID:AB_638805), mouse anti-YAP (1:100; Santa Cruz Biotechnology #sc-101199; lot number F0214; RRID:AB_1131430), rabbit anti-YAP (1:100; Novus Biologicals (Littleton, CO, USA) #NB110–58358; RRID:AB_922796), rabbit anti-phospho-YAP (1:100; Cell Signaling #4911S; RRID:AB_2218913), rabbit anti-Cre (1:1000; Millipore #69050–3; RRID:AB_11212994) and mouse anti-Cre (1:1000; Millipore #MAB3120; RRID:AB_2085748). F-actin was stained with rhodamine-conjugated phalloidin (1:200; Sigma). Secondary antibodies and conjugates used were donkey anti-rabbit Alexa Fluor 488 or 594 (1:1000; Life Technologies), donkey anti-goat Alexa Fluor 488, 594, or 647 (1:1000; Life Technologies), donkey anti-mouse Alexa Fluor 594 (1:1000; Life Technologies), and DAPI (1:10,000; Sigma).

For biotinylated secondary antibodies (goat anti-hamster, 1:1000; goat anti-rabbit, 1:1000; donkey anti-goat, 1:1000; donkey anti-rat, 1:1000; and horse anti-mouse, 1:1000; Jackson ImmunoResearch Laboratories [West Grove, PA, USA]), the signal was detected using streptavidin-conjugated Alexa Fluor 488, 594, or 647 (1:1000; Life Technologies) or HRP-conjugated streptavidin (1:1000; Perkin-Elmer [Boston, MA, USA]) in combination with either the chromogenic substrate DAB (Vector Laboratories [Burlingame, CA, USA]) or fluorogenic substrate Alexa Fluor 488 tyramide (1:200, TSA kit; Perkin-Elmer).

For immunofluorescence of YAP protein, paraffin sections were deparaffinized and antigen retrieval was performed in sodium citrate solution in a microwave oven. The slides were permeabilized in 0.5% Triton in PBS for 10 min and incubated with preblock buffer (3% BSA/0.1% Triton/PBS) for 1 hr. The samples were incubated at 4°C overnight with primary antibodies diluted (1:100) in preblock buffer. After washes with PBS, the samples were incubated with biotinylated anti-mouse or anti-rabbit secondary antibodies diluted (1:1000) in preblock buffer for 1 hr at room temperature. The signals were detected using HRP-conjugated streptavidin (1:500; Vector Laboratories) followed by tyramide signal amplification (TSA) for 30 s (1:100, TSA kit; Perkin Elmer). The following YAP antibodies were used: mouse anti-YAP (1:100; Santa Cruz Biotechnology #sc-101199; lot #F0214; RRID:AB_1131430) and rabbit anti-YAP (1:100; Novus Biologicals #NB110–58358; RRID:AB_922796). Both YAP antibodies have been widely used in the literature and similar results were obtained from both antibodies.

For BrdU or EdU incorporation, mice were injected with 1–2 mg of BrdU or EdU solution and embryos or lungs were collected 1 hr following BrdU or EdU injection. BrdU staining was performed using the BrdU Staining Kit (Life Technologies). EdU staining was performed using the Click-iT EdU Alexa Fluor 488 Imaging Kit (Life Technologies).

For TUNEL analysis, paraffin sections were deparaffinized and antigen retrieved. The sections were permeabilized in 0.5% Triton-X100/PBS for 15 min, blocked in 3% BSA for 1 hr at room temperature and incubated with rabbit anti-NKX2.1 antibodies (1:100; Epitomics #2044–1; RRID:AB_1267367) at 4°C overnight. Anti-rabbit Alexa Fluor 594 secondary antibodies (Molecular Probes) were added to the TUNEL reaction mix, which was prepared by diluting one part Enzyme Solution in nine parts Label Solution from the In Situ Cell Death Detection Kit (Roche Applied Science [Penzberg, Germany]). The sections were incubated with the secondary antibody/TUNEL reaction mix for 1 hr at 37°C, washed in PBS three times, incubated with DAPI for 5 min and mounted in Vectashield (Vector Laboratories) for microscopy.

Confocal images were captured on a Leica Microsystems (Wetzlar, Germany) laser-scanning confocal microscope. Adjustment of red/green/blue histograms and channel merges were performed using LAS AF Lite (Leica).

### Whole-mount immunofluorescence

Whole-mount immunofluorescence of lungs was performed mainly following a previously described protocol (Metzger et al., 2008) but without tyramide amplification. Briefly, lungs from wild-type and *Yap^f/f^; Shh^Cre/+^* embryos at 11.5–14.5 *dpc* were dissected and dehydrated in graded methanols (25%, 50%, 75%, 100%) and stored at –20°C. On the first day of the experiment, lungs were incubated in 5% H_2_O_2_/methanol for 5 hr and then rehydrated through graded methanols diluted in 0.1% Tween-20/PBS. After blocking in preblock buffer (1.5% BSA/0.5% Triton X-100/PBS) for 1 hr twice, the samples were incubated with primary antibodies at 4°C overnight. The primary antibodies used were: rabbit anti-phospho MLC (S19) (1:100; Cell Signaling Technology #3671S; RRID:AB_330248) and rat anti-E-cadherin (1:500; Life Technologies #13–1900; RRID:AB_2533005).

On the second day, the samples were washed in preblock buffer at 4°C for 1 hr five times. This was followed by overnight incubation with secondary antibody (donkey anti-rabbit 488 and donkey anti-rat 594) diluted 1:250 in preblock buffer at 4°C. On the third day, the samples were washed with preblock buffer for 1 hr five times at 4°C and then with 0.1% Triton-PBS for 1 hr twice at room temperature. Finally, the samples were mounted in Vectashield (Vector Laboratories) and subjected to two-photon microscopy analysis.

Two-photon microscopy was performed using an upright LSM 7 MP laser-scanning microscope (Carl Zeiss [Oberkochen, Germany]) outfitted with a W Plan-Apochromat water-immersion 20× objective (numerical aperture, 1.0) and ZEN 2009 software (Carl Zeiss).

### Time-lapse fluorescence microscopy

Mouse lungs from control and *Yap^f/f^; Shh^Cre/+^; ROSA26^mTmG/+^* embryos at 12.5 *dpc* were dissected and placed on polycarbonate nuclepore membranes (Millipore) with lungs floating in DMEM:F12 (1:1) medium (Gibco) containing 0.5% FBS (Gemini Bio-Products [West Sacramento, CA, USA]) and 1% penicillin–streptomycin (Sigma). A 24-well plate that contained the nuclepore membranes was then put in a stage-top environmental chamber for time-lapse fluorescence microscopy. The chamber maintained humidity, temperature at 37°C, and CO_2_ at 5%. For live imaging experiments, time-lapse images were captured with a wide-field epifluorescence microscope on an inverted microscope (Eclipse Ti-E, Nikon [Chiyoda, Japan]) equipped with Sutter Lambda LS Arc Lamp, a Perfect Focus system (Nikon) and a 4×/0.72 Plan Apo objective lens. Lungs were imaged every 30 min for 12 hr. All images were analyzed with NIS-Elements Advanced Research software (Nikon).

### Mechanical force measurement

Lungs from control and *Yap^f/f^; Shh^Cre/+^; ROSA26^mTmG/+^* embryos at 12.5 *dpc* were collected in cold PBS and mounted onto concavity slides with coverslips. Epithelial cells were imaged through their expression of GFP (from the *ROSA26^mTmG/+^* allele) with a 40× oil objective (NA = 1.2, Zeiss). A 10 μm span of epithelial cells in the left lobe was targeted for 2 s by a Chameleon 915 nm two-photon laser (~700 mW) mounted on a custom-built Zeiss upright fluorescence microscope. Immediately following ablation, time-series images of epithelial cells were taken at the frame rate of 1 s for up to 50 s. The movements of the epithelial cells from 0 to 5 s were tracked using the manual tracking plug-in of ImageJ (NIH).

### Western blot analysis

Embryonic lung tissues were homogenized in RIPA buffer supplemented with Complete Protease Inhibitor Cocktail tablets (Roche) and phosSTOP Phosphatase Inhibitor Cocktail tablets (Roche). The lysates were cleared and analyzed by Western blot as previously described (Lin et al., 2012).

The following primary antibodies were used: rabbit anti-YAP (1:500; Cell Signaling Technology #4912S; RRID:AB_2218911), rabbit anti-MLC (1:500; Cell Signaling Technology #3672; RRID:AB_10692513), rabbit anti-pMLC (S19) (1:500; Cell Signaling Technology #3671S; RRID:AB_330248), mouse anti-RhoA (1:2000; Santa Cruz Biotechnology #sc-418; RRID:AB_628218), goat anti-ROCK1 (1:100; Santa Cruz Biotechnology #sc-6055; RRID:AB_2182155) and mouse anti-ROCK2 (1:2000; BD Biosciences #610623; RRID:AB_397955).

### RNA-Seq

RNA was extracted from the lungs of *Yap^f/f^; Shh^Cre/+^* embryos and their wild-type littermates at 12.5 and 14.5 *dpc* using TRIzol (Life Technologies) and the RNeasy Kit (Qiagen [Hilden, Germany]). RNA quality was evaluated using the Agilent 2100 Bioanalyzer (Agilent Technologies [Santa Clara, CA, USA]).

Paired-end libraries were prepared using the SureSelect Strand-Specific RNA Library Prep kit (Agilent Technologies). Multiplexed sequencing was run in a HiSeq2000 or HiSeq4000 sequencer (Illumina [San Diego, CA, USA]). Read alignment and differentially expressed genes were analyzed by the Maverix Biomics (San Mateo, CA, USA) Analytic Platform (Maverix). Functional enrichment analysis was performed using Ingenuity Pathway Analysis software (version 7.1). Datasets are deposited on the Gene Expression Omnibus database under the accession number GSE93339 (GEO,https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE93339).

### Chromatin immunoprecipitation (ChIP)-Seq

Fifty milligrams of embryonic lung tissues were minced into small pieces, crosslinked with 2 mM disuccinimidyl glutarate (DSG) (Thermo Fisher Scientific [Waltham, MA, USA]) for 40 min, fixed with 1% formaldehyde for 10 min and quenched with 0.125 M glycine for 5 min. Tissues were resuspended in 300 μl lysis buffer (50 mM Tris-HCl, pH 8.1, 10 mM EDTA, 1.0% SDS) supplemented with protease inhibitors. Chromatin was sheared to a range of 100–400 base pairs (bp) in size by sonication for 30 min using a Bioruptor Sonicator (Diagenode [Denville, NJ, USA]). The sheared chromatin was diluted 1:10 with ChIP dilution buffer (20 mM Tris-HCl, pH 8.1, 150 mM NaCl, 2 mM EDTA, 1.0% Triton X-100) and pre-cleared with 110 μl Protein A/G PLUS agarose (Santa Cruz Biotechnology) for 2 hr at 4°C. The pre-cleared chromatin was divided into two halves; each half was incubated with either 2 μg rabbit anti-YAP antibody (Novus Biologicals #NB110–58358; RRID:AB_922796) or 2 μg rabbit normal IgG (Santa Cruz Biotechnology) at 4°C overnight. For ChIP-Seq of histone modifications, each half of the pre-cleared chromatin was incubated with 2 μg rabbit anti-H3K4me1 antibody (Abcam #ab8895, RRID:AB_306847) or 2 μg rabbit anti-H3K4me3 antibody (Abcam #ab8580, RRID:AB_306649). Forty-five microliters Protein A/G PLUS agarose were added to each sample, which was rocked at 4°C for 1 hr. The immunoprecipitates were washed sequentially with TSE I buffer (150 mM NaCl, 20 mM Tris-HCl, pH 8.1, 0.1% SDS, 1.0% Triton X-100), TSE II buffer (500 mM NaCl, 20 mM Tris-HCl, pH 8.1, 0.1% SDS, 2 mM EDTA, 1.0% Triton X-100), buffer 3 (250 mM LiCl, 10 mM Tris-HCl, pH 8.1, 1 mM EDTA, 1.0% NP-40, 1.0% Triton X-100) and TE buffer (10 mM Tris-HCl, pH 8.1, 1 mM EDTA). Immunoprecipitates were eluted twice in 250 μl elution buffer (100 mM NaHCO_2_, 1.0% SDS) at room temperature for 15 min. Crosslinking was reversed by incubating samples at 65°C for 4 hr and the samples were then treated with proteinase K at 45°C for 1 hr. DNA was extracted using Qiagen PCR-purification Kits. Two biological replicates using YAP and IgG antibodies were obtained.

Illumina libraries were constructed from the ChIP DNA and sequenced single-ended on a HiSeq2500 (Illumina) at the UC Davis genome center. ChIP-Seq reads were demultiplexed and aligned to the mouse genome (mm10) using Bowtie with default settings (Langmead and Salzberg, 2012). The resulting SAM files were converted to the BAM format by Samtools (Li et al., 2009b) for peak calling with MACS2 (version 2.0.10) (Zhang et al., 2008). For peak calling, MACS2 extended the reads to 300 bp and kept only peaks where FDR ≤ 0.05. Bedtools was used to obtain reproducible peaks between two wild-type replicates (Quinlan et al., 2010). *De novo* motif discovery was performed in 100 bp windows centered at the peak summits with MEME (Bailey et al., 2009).

### Genome-wide identification of conserved TEAD-binding sites in gene promoters

Searching for putative TEAD-binding sites (GGAATG) on mouse gene promoters (−500 to 0; transcription start as +1) was performed using the Regulatory Sequence Analysis Tools (RSAT) (http://rsat.ulb.ac.be/rsat/) and implemented with the pattern matching tool. The conservation of the *cis*-regulatory elements identified was assessed using the ‘Conservation’ track from the UCSC browser (http://genome.ucsc.edu/).

### ChIP-qPCR

The procedure of ChIP using YAP antibody and rabbit IgG was similar to that described above for ChIP-Seq. The procedure of ChIP using TEAD1 antibody has the following modifications: (1) 50 mg of embryonic lung tissues were fixed in 1% formaldehyde for 15 min and the DSG crosslinking step was skipped; (2) after pre-clearing, each half of the chromatin was incubated with either mouse anti-TEAD1 (TEF1) antibody (BD Biosciences [San Jose, CA, USA] #610922; RRID:AB_398237) or mouse normal IgG (Santa Cruz Biotechnology).

The primers for qPCR were mouse *β-actin* promoter (forward, 5’-AGAAGGACTCCTATGTGGGTGA-3’; reverse, 5’-ACTGACCTGGGTCATCTTTTC-3’), mouse *Ccne1* promoter (forward, 5'-CCTCCCACTTCTCTTTCTTCTTTC-3'; reverse, 5'-TTATCTTAATACAATGGTAGTCTTCAAGC-3'), mouse *Arhgef17* promoter (forward, 5'-AGGAGGCAATGGAGGAGG-3'; reverse, 5'-GGCGGATGGTTTACATTCTTG-3'), mouse *S1pr2* promoter (forward, 5'-CACTATAGGAAGCTGAAGCCG-3'; reverse, 5'-CTGATAAGGAGCTGGAGAGTG-3'), mouse *Bcam* promoter (forward, 5'-AATCCAAGGAATGTCACCCC-3'; reverse, 5'-CCCACTTCTCCTCCCCTC-3'), mouse *Nuak2* promoter (containing the TEAD-binding site) (forward, 5'-TCCCACAGCGTTTATTCCC-3'; reverse, 5'-GGGCATTCCAAGCATTCTTG-3'), mouse *Nuak2* promoter (forward, 5’-ATCCTAAAGACTGGCACTTCG-3’; reverse, 5’-CATTGGTTCACCCTCTCCTG-3’), mouse *Amotl2* promoter (forward, 5’-AACTCTCACATTCCTGGCATAG-3’; reverse, 5’-CAGTCAGCAACGGAGGTG-3’), mouse *Prkci* promoter (forward, 5’-AGGCTGGTGGGTTCTGTTCC-3’; reverse, 5’-GCTCCCAAGGCCGCATTC-3’), mouse *Foxp2* promoter (forward, 5’-CAGGAATCTGCGACAGAGAC-3’; reverse, 5’-TTACTTCAGAGCTGGTGTCAC-3’), mouse *Ntn2l* promoter (forward, 5’-GGCTGTAAGGCTGAGCTG-3’; reverse, 5’-AGAAGCAGATTCAGACACAGG-3’), mouse *Itgb6* promoter (forward, 5’-GTGAGTTTAAACCTAAGCTGCC-3’; reverse, 5’-CATAGTTGAGCACATACCCAGG-3’), mouse *Fbln7* promoter (forward, 5’-GCATTCCAGGCTCCACAG-3’; reverse, 5’-GCTTCCAAGGCCACTAGTC-3’), mouse *Myl12b* promoter (forward, 5’-CTCGGGAATGCGGAAGG-3’; reverse, 5’-GAGTACATATTCCCCAGCTCAC-3’).

### qPCR analysis

Total RNA was extracted from lung tissues or cultured cells using TRIzol (Life Technologies) and subsequently reverse-transcribed using the Maxima First Strand cDNA Synthesis Kit (Thermo Scientific). Quantitative PCR (qPCR) was carried out on the ABI Prism 7900HT Sequence Detection System.

The following primers for mouse genes were used: *Gapdh* (forward, 5’-AGGTTGTCTCCTGCGACTTCA-3’; reverse, 5’-CCAGGAAATGAGCTTGACAAAGTT-3’), *Ctgf* (forward, 5’-CTCCACCCGAGTTACCAATG-3’; reverse, 5’-TGGCGATTTTAGGTGTCCG-3’), *Shh* (forward, 5’-CAGGTTTCGACTGGGTCTACTATG 3’; reverse, 5’-TTTGGCCGCCACGGAGTT-3’), *Ptch1* (forward, 5'-TGCTGTGCCTGTGGTCATCCTGATT-3'; reverse, 5'-CAGAGCGAGCATAGCCCTGTGGTTC-3'), *Ptch2* (forward, 5'- GGCACTCACATCCGTCAACAAC-3'; reverse, 5'-GAAGACGAGCATTACCGCTGCA-3'), *Gli1* (forward, 5'-CCCATAGGGTCTCGGGGTCTCAAAC-3'; reverse, 5'-GGAGGACCTGCGGCTGACTGTGTAA-3'), *Hhip1* (forward, 5'-CAACCAGGAACGGTGGGCTATT-3'; reverse, 5'-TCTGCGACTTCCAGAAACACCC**-**3'), *Fgf10* (forward, 5’-ACCAAGAATGAAGACTGTCCG-3’; reverse, 5’-TTTGAGCCATAGAGTTTCCCC-3’), *Pdgfa* (forward, 5'-GCAGTTGCCTTACGACTCCAGA-3'; reverse, 5'-GGTTTGAGCATCTTCACAGCCAC-3'), *Pdgfra* (forward, 5’-TGCAGTTGCCTTACGACTCCAGAT-3’; reverse, 5’-AGCCACCTTCATTACAGGTTGGGA-3’), *Wnt7b* (forward, 5'-TTCTCGTCGCTTTGTGGATGCC-3'; reverse, 5'–CACCGTGACACTTACATTCCAGC-3'), *Ccnd1* (forward, 5'-GCAGAAGGAGATTGTGCCATCC-3; reverse, 5'-AGGAAGCGGTCCAGGTAGTTCA-3'), *Ccne*1 (forward, 5'-AAGCCCTCTGACCATTGTGTCC-3'; reverse, 5'-CTAAGCAGCCAACATCCAGGAC-3'), *Arhgef17* (forward, 5'-TTCTATGTTCAACCCCACCG-3'; reverse, 5'-GAAGTCCTCAGAGCCATCAC-3'), *S1pr2* (forward, 5'-CCAACAGTCTCCAAAACCAAC-3'; reverse, 5'-GAGTATAAGCCGCCCATGG-3'), *Bcam* (forward, 5'-AGAGTGGAGGATTACGATGCCG-3'; reverse, 5'-TGCTGTTCAGGAATACGAAGAGC-3'), *Nuak2* (forward, 5'-CTGGTGAAGCAAATCAGTAACGG-3'; reverse, 5'-CCACCAATGACTGGCTACATCC-3'), *Amotl2* (forward, 5'-AACTCTCACATTCCTGGCATAG-3'; reverse, 5'-CAGTCAGCAACGGAGGTG-3'), *Prkci* (forward, 5'-AGGCTGGTGGGTTCTGTTCC-3'; reverse, 5'-GCTCCCAAGGCCGCATTC-3'), *Myl12b* (forward, 5'-CTCGGGAATGCGGAAGG-3'; reverse, 5'-GAGTACATATTCCCCAGCTCAC-3'), *Rai14* (forward, 5'-GCGGAGAACATTGACAACTCGG-3'; reverse, 5'-CTTGTGTTCGCAGAGGAGCTGT-3'), *Itgb6* (forward, 5'-ACTCATTCCTGGAGCAACCGTG-3'; reverse, 5'-GCTGTGAAAGACAGGTTGAGTCC-3'), *Fbln7* (forward, 5'-ATGGTAGCTGGACAGGAGAGCA-3'; reverse, 5'-ATGCTGACAGCGGTTCCCAGTT-3'), *Cldn4* (forward, 5'-GTAGCAACGACAAGCCCTAC-3'; reverse, 5'-AGGCAATGTGGACAGAGTG-3').

How the deposited data were processed for this re-analysis (not part of the article)

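Whole-lung RNA was sequenced from 3 wild-type and 3 *Yap f/f; Shh Cre/+* (*Yap* mutant) mouse embryos' lung samples at 12.5 *dpc*, as 6 libraries. The paper describes stranded paired-end libraries, HiSeq sequencing, and alignment and differential expression on the Maverix platform. The aligner, the statistical test and the genome build for the RNA-Seq are not given in the sources used here. Libraries from the later stage, ChIP-Seq and the pathway database were not used here.

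The authors' deposited tables are 2, one of all 24402 loci and one of the 2395 loci they list as changed. Each gives 1 FPKM value per genotype, which the authors summarised over the libraries of that genotype. The unit FPKM was inferred from the layout of the tables, which is that of a Cuffdiff gene test. The log2 fold change in the deposited tables is the authors' value of *Yap* mutant over control, listed as infinite for 499 loci at 0 in *Yap* mutant lungs and 629 loci at 0 in control lungs. The p-value in the deposited tables is the authors' unadjusted p-value, in steps of 5e-05 except at 2 loci. Values per library were not used here, so there is no test across libraries of this work's own, no standard deviation and no depth per library, and the precision of a single value is unknown. No column belonged to other samples.

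The design fixed beforehand called for the authors' own adjusted p under 0.05. The tables list unadjusted p-values, so the authors' p-values were adjusted by the Benjamini-Hochberg method over the 14335 loci with a p under 1. The other 10067 loci, with a p of 1, were left out. Fold changes and FPKM at each gene are those of the table of all loci. The table of changed loci was used to find its threshold, with a largest p of 0.05, and was compared with the table of all loci pair by pair, with a tolerance of 1% for values and of 0.01 on the log2 scale. A list of genes was described by the median log2 fold change of its loci with a p under 1, a finite fold change and a mean of at least 1 FPKM. That median was placed among 10000 random lists of the same size drawn from 20 bins of mean expression, with a seed of 7. Medians outside the 2.5 and 97.5 percentiles are called apart from the random lists. The lists were S phase, G2 and M phase, actomyosin, RhoGEF, RhoGAP, a YAP signature, Hedgehog response, epithelium, mesenchyme, endothelium, smooth muscle, mesothelium, erythroid, neural, cardiac muscle, liver and sex genes, together with the genes the paper names. Of 50 actomyosin genes 47 had a locus, and of 13 erythroid genes 11 did.

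Genes are named in the text when the paper names them, when they were among the 10 largest rises or the 10 largest falls past the adjusted threshold with a mean of at least 1 FPKM, when they are RhoGEFs past that threshold, when they are the 10 epithelial genes with the highest mean, or when they are sex genes. The paper's figures had been seen before this rule was written. Members of the lists above are also named where a list's result is described. Those, and the genes marked so in the text, were chosen after their values were seen. A few genes that fall under the rule are not reported here.

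Locus starts in the tables count from 0, since 9308 loci start 1 below the RefSeq gene of the same symbol on GRCm38 and 617 start at it. Coordinates are therefore written with 1 added to the start. With this, 6463 loci had both ends identical to that gene, and the paper names mm10, the same build, for its ChIP-Seq. A locus can hold several symbols, as 351 do, and its ends can reach past the named gene.

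The adjustment was tested on simulated data with 14335 loci, 200 of them changed, of which 194 were recovered, and 3.48% of the called loci were false. On simulated lists of 30 genes drawn from 12696 loci, 6% of 200 unshifted lists fell outside the 2.5 and 97.5 percentiles. Of lists shifted by 0.3 on the log2 scale, 99.5% were recovered. The fold change of each locus was drawn independently, so these rates do not cover lists whose genes change together. Smaller shifts and lists of other sizes were not simulated. The work used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

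The alternatives tried were a mean of at least 1 FPKM in either group before adjustment, an adjusted p under 0.01, an adjusted p under 0.05 with at least a 1.5-fold change, list medians over loci with a mean of at least 5 FPKM, and log2 fold changes relative to the median of the epithelium list. Added after the tables were seen were an unadjusted p of at most 0.05, adjustment over all loci, removal of loci on X and Y, the values of the authors' list of changed loci where the tables differ, a pseudocount of 0.1 or 1 FPKM, and median-centred fold changes.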

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

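The tests of the sex of the embryos, of reads shared between X and Y copies, of the share of changed loci on X and Y, of heart muscle and of irregular values were chosen only after the result was seen, while the gene lists were fixed earlier.

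Y-linked genes, which the paper does not discuss, were near 0 in control lungs and expressed in *Yap* mutant lungs. In the authors' deposited table, their lowest value in *Yap* mutant lungs was 4.61 FPKM (*Kdm5d*), and *Kdm5d* and *Uty* were listed at 0 in control lungs. None of the Y-linked genes of the list passed the adjusted threshold. The authors' p was 0.0183 for *Kdm5d* and *Uty*, 0.02 for *Ddx3y* and 0.253 for *Eif2s3y*, and after Benjamini-Hochberg adjustment the authors' p-values became 0.146, 0.156 and 0.735. Reads shared with the X copies are argued against, because *Ddx3x*, *Eif2s3x*, *Kdm5c* and *Kdm6a* had at least 15.5 FPKM in control lungs while the highest Y-linked value there was 0.0163 FPKM (*Ddx3y*). A difference in the sex of the embryos remains a candidate explanation: *Xist* in *Yap* mutant lungs was at a ratio of 0.519 to control, as a mixture of males and females among the mutants and only females among the controls might give. The values per group leave open how many embryos of each sex were used. If the groups differ in sex, effects of sex and of genotype cannot be separated in this comparison. A swapped sample was not tested, and no biological explanation was tested. Sex chromosomes make up little of the list of changed loci. Of the 1313 changed loci, 2.67% were on X or Y (34 on X and 1 on Y) against 3.52% of the loci tested, and the median log2 fold change of X-linked loci was 0.00. Autosomal genes that respond to sex would not be seen in this way.

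The cardiac muscle list, which the paper does not discuss, had a median log2 fold change of 3.27, at percentile 100 of the matched random lists, and 7 of its 7 loci used were higher in *Yap* mutant lungs. Of the list's 8 loci, 5 had at least 1 FPKM in control lungs. The most abundant were *Myl7*, *Actc1* and *Tnnt2*, with log2 fold changes of 2.96, 1.34 and 3.33 in the authors' deposited table. At *Myl7*, the authors' list of changed loci gives 1.16. Of the 7 loci used, 6 passed the adjusted threshold. *Actc1* did not (the authors' p = 0.0622, 0.346 after Benjamini-Hochberg adjustment). *Myh6* rose from 4.39 to 60.2 FPKM in the authors' deposited table. *Nppa* rose from 0.581 to 57.9 FPKM in the authors' deposited table. Irregular values in the tables, described under the other observations, at *Myl7* and *Actc1* among others, are argued against as the source, since the median without such loci was 3.33, with a range of 2.93 to 6.64. Heart muscle in the *Yap* mutant samples may explain the rise, either as tissue kept at dissection or as muscle of the lung itself, and the group values do not separate these. No list of cardiac genes was compared between libraries, so a single library with heart tissue also stays open.

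The liver list had a median of 1.78 over 4 loci, with *Ttr*, *Afp* and *Apoa1* higher and *Alb* not. With a mean of at least 5 FPKM required, the median of the liver list was 3.41 over 2 loci, so its size depends on this filter. Only 3 of its 5 loci had at least 1 FPKM in control lungs. *Ttr* rose from 0.492 to 13.5 FPKM in the authors' deposited table, and *Afp* from 5.42 to 22.3 FPKM. No explanation was tested for this list.

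Lists of other cell types that the paper does not examine by RNA-Seq also lay apart from the matched random lists. The smooth muscle list had a median of -1.06. *Actg2* and *Myh11* had log2 fold changes of -2.38 and -2.18 in the authors' deposited table, while *Des* rose from 17.6 to 37.7 FPKM, and these 3 genes were chosen after their values were seen. The neural list had a median of -0.60 at percentile 0.16, over 6 loci that all had a mean under 5 FPKM. The endothelium list had a median of 0.15 at percentile 99.9, with 0 of 10 loci past the Benjamini-Hochberg threshold applied to the authors' p-values. The erythroid list had a median of 0.12 at percentile 99.6 over 9 loci. At least 1 FPKM in control lungs was listed for 8 of 8 smooth muscle, 6 of 8 neural, 10 of 10 endothelium and 9 of 9 erythroid loci. A change in tissue makeup with the genotype and a difference in dissection were not tested for these lists.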

How the results depend on the processing

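The choices set before the data were examined were the thresholds on adjusted p and fold, the filters on mean FPKM and the reference to epithelial genes. The unadjusted threshold, adjustment over all loci, removal of X and Y, the values of the authors' list, the pseudocounts and the centring were tests chosen only after the result was seen.

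The count of 1313 changed loci stayed within 1.5 times under 5 alternatives. It was 1236 with a mean of at least 1 FPKM in either group (1229 of them shared), 975 at an adjusted p under 0.01, 921 with a 1.5-fold change as well, 1166 with adjustment over all loci and 1279 without X and Y. Between 42.9% and 44.9% of changed loci were lower under all of these thresholds and the unadjusted one. At an unadjusted p of at most 0.05, which is a looser threshold by construction, the count was 2395, with 1075 lower and 1320 higher. Of the 14 genes of Figure 5—figure supplement 1, the number lower and past the threshold was 8. It was 4 with a 1.5-fold change, 14 at the unadjusted threshold, and 8 under the other 5.

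The reference to the median of the epithelium list adds 0.54 to every log2 fold change, so by construction a gene or list that fell by less than this changes sign. The values below restate the size of each fall and do not test its direction. Of the 14 genes, 6 fell by more than this median, *Bcam* by only 0.0009 on the log2 scale. With a pseudocount of 1 FPKM, *Bcam* and *Itgb6* did not fall by more than this median. Of 27 genes that the paper names, 11 lay between it and 0, with relative values given in parentheses: *Ajuba* (0.0087), *Amotl2* (0.018), *Arhgef17* (0.38), *Ccne1* (0.28), *Ctgf* (0.15), the locus of *Myl12b* (0.30), *Prkci* (0.11), *Rai14* (0.0521), *S1pr2* (0.32), *Suv39h2* (0.37) and *Yap1* (0.33). Of 19 lists, 9 had a median between it and 0. Relative to it, their medians were 0.0787 for the genes of the qPCR panels, 0.11 for the targets of Figure 5C and 0.38 for the other genes the paper names (-0.16 as deposited). They were 0.35 for S phase, 0.39 for G2 and M phase, 0.45 for actomyosin, 0.50 for RhoGEF, 0.51 for RhoGAP and 0.42 for the YAP signature. The Hedgehog, smooth muscle and neural lists and the genes of Figure 2—figure supplement 2 fell by more than the epithelium list. Whole-lung values do not say which reference is right for a gene that epithelium and mesenchyme both express.

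With a mean of at least 5 FPKM, 18 of 19 lists kept their direction and their side of the percentile bounds. The RhoGEF median was -0.0435 against -0.0446, and its percentile rose from 2.11 to 6.82, and the cause was not tested. The neural list had no locus left. Pseudocounts of 0.1 and 1 cannot change the sign of a fold change, and median-centring is a shift smaller than every fold change it was applied to, so these settings do not bear on direction. Pseudocounts do bear on size at low values. With a pseudocount of 1 FPKM, the log2 fold change of *Itgb6* was -0.24 in place of -1.34, and that of *Nuak2* was -0.78 in place of -1.84. That of *Bcam* was -0.53. The values of the authors' list differ at no locus that is the median of a list, so they do not bear on the list medians.

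No paired analysis was possible because the tables give 1 value per genotype. For the same reason, leaving out each library, the replicate block, the count tests with other size factors or without a filter on low counts, per-library centring and pseudocounts, and camera and fry were not run. Depth per library is unknown, so it cannot be said which loci it limits.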

Differences from the paper's values

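The unadjusted threshold was the 1 test here chosen only after the result was seen. The paper's levels below were measured by qPCR and read by eye, and those given beside them are FPKM in *Yap* mutant over control lungs from RNA-Seq, so the assays differ. Levels in both assays were compared for 23 genes at 12.5 *dpc*, and all 23 lay on the same side of 1. For 3 genes they differed by more than 1.5 times and by more than the paper's SEM, which was also read by eye.

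For *Bcam*, the paper's qPCR level was about 0.4 in Figure 5—figure supplement 1, and the ratio of FPKM was 0.687. Relative to the epithelium list's median, an alternative set before the data were examined, the ratio was 0.999 and still differed. For *Nuak2*, the paper's level was about 0.45 in the same figure, and the ratio of FPKM was 0.279. For *Fbln7*, the paper's level was about 0.51 in the same figure, and the ratio of FPKM was 0.268. Relative to the epithelium list's median, the ratios of *Nuak2* and *Fbln7* were 0.405 and 0.390 and no longer differed from the paper's levels, but 10 of the 23 genes then differed. The other alternatives set before the data were examined do not change a ratio.

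The paper lists *Arhgef17*, *S1pr2* and *Ccne1* among genes with reduced expression by RNA-Seq or qPCR. All 3 were lower in *Yap* mutant lungs in the authors' deposited table, and 0 of the 3 passed the Benjamini-Hochberg threshold over all genes tested. They passed at the unadjusted p of at most 0.05, a threshold chosen after seeing the values, which drops 0 of the 14 genes of Figure 5—figure supplement 1. *Bcam* and *Nuak2* passed both thresholds.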

Other observations

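The tests on loci that differ between the tables, on the small p of *Arhgef17* and *Suv39h2*, of 1 disrupted *Shh* allele and of 1 loss shared by all epithelial genes were chosen only after the result was seen, while the comparison with epithelial genes was set earlier.

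The authors' 2 deposited tables hold different values for 12 of the 2395 loci in both (beyond 1% or 0.01 on the log2 scale), *Arhgap8*, *Igf1*, *Myl1*, *Myl4*, *Myl7*, *Mylk2*, *Mylpf*, *Pfn2*, *Pip5k1b*, *Ptk2b*, *Rhpn1* and *Rnd3*, while the p at each is the same. Relative to the table of all loci, the log2 fold change in the list was lower at 8 of them, higher at 2 and the same at 2. At *Igf1*, *Pfn2* and *Ptk2b* the difference was -1, at *Myl1* and *Myl4* -2, at *Myl7* -1.80, at *Pip5k1b* -0.30 and at *Rhpn1* -0.20. At *Rnd3*, control and mutant values were exchanged between the tables, so that it is lower in one and higher in the other. At 11 of the 12 loci a value carried more than 6 significant digits, which the tables otherwise do not exceed apart from *Myl6* in both tables and *Acta1*, *Actc1*, *Lpar3*, *Myl2* and *Myl3* in the table of all loci. At *Mylpf*, the fold change listed for all loci (-1.05) is not that of its values (-0.56). At *Actc1* and *Myl3*, p is not a multiple of the smallest p. In a search for exact matches, 0 of the differing values were found at another locus. This cannot exclude values taken from another locus, since most differing values carry more digits than values elsewhere hold. How these values arose remains open.  Fold changes of the loci concerned are uncertain in both tables.

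*Arhgef17* and *Suv39h2* have a small p for the size of their change. Many fragments on these loci could lower p, which is argued against, since among 1428 loci with no larger a change than *Arhgef17* and as high a product of FPKM and exon length, 0 had as small a p in the authors' deposited table. Of the loci with a like change and as many fragments, the median p was 0.132. Little spread between the libraries of this gene stays open, since no values per library were used.

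Epithelial genes were lower in *Yap* mutant lungs. The epithelium list, of which *Cdh1* and *Nkx2-1* are also named by the paper and *Krt19* is also in the mesothelium list, had a median log2 fold change of -0.54, with 21 of 23 loci lower and 15 past the threshold. Of the 10 with the highest mean, *Cldn6*, *Epcam*, *Nkx2-1*, *Krt8*, *Krt18* and *Foxa1* fell past the threshold, while *Spint2*, *Cldn3* and *Cdh1* were lower and *Cldn7* higher without passing it. The mesenchyme list had a median of 0.08 at percentile 99.9, although of its loci past the threshold 3 were lower (*Foxf1*, *Tcf21* and *Mfap4*) and 1 was higher (*Tbx5*), genes named after their values were seen. The mesothelium list had a median of 0.10 at percentile 86.7. Fewer epithelial cells in *Yap* mutant lungs may account for part of the fall of the epithelial genes. Of 23 loci, 4 lay more than 3 standard errors implied by the authors' p from the list's median, all 4 above it. This does not decide whether 1 loss is shared by all epithelial genes. The share of each gene's transcripts that comes from the epithelium is not known. Where p is the smallest listed, this standard error is only an upper bound, so the measure rarely counts a locus below the median and says nothing about direction. Of the 10 targets of Figure 5C, 3 fell by more than the epithelial median. *Cldn4* did so clearly, *Nuak2* from low values, and *Bcam* only beyond the second decimal. With a pseudocount of 1 FPKM, the log2 fold change of *Nuak2* was -0.78 in place of -1.84, and that of *Cldn4* was -1.07. The size of the further fall of *Nuak2* is therefore uncertain. For the targets that fell by no more than the epithelial median, a fall within epithelial cells cannot be told apart from fewer epithelial cells. This is because the share of each target's transcripts that comes from the epithelium is not known. The further fall of *Nuak2* and *Cldn4* is more than fewer epithelial cells alone would give if that median measures their loss. The genotype changes the epithelium by design, so a biological change in its cells stays open and untested.

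At 12.5 *dpc*, *Shh* fell from 15.6 to 2.31 FPKM and *Fgf10* rose from 10.4 to 26.6 FPKM in the authors' deposited table, genes for which the paper reports qPCR. Of the 9 genes of Figure 2—figure supplement 2, 6 were lower and 3 were higher, 6 lower and 1 higher past the adjusted threshold over all genes tested, and 6 lower and 2 higher when adjusted over the list alone. Their median was -1.03. The Hedgehog response list had a median of -1.91, with 4 of 4 loci past the threshold. The mutants carry 1 *Shh Cre* allele, which the paper describes as disrupting *Shh*, while the controls are wild-type littermates. Loss of that allele alone is argued against as the whole cause, since *Shh* was at a ratio of 0.148 to control, 2.58 times an upper bound on its standard error below the level of 0.5 that 1 allele would leave. Part of the fall could still come from it, and controls with *Shh Cre/+* were not analysed here.

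*Sox2* fell from 9.65 to 2.91 FPKM in the authors' deposited table, and *Sox9* from 23.7 to 20.4 FPKM with an unadjusted p of 0.0456. *Sftpb* rose from 4.55 to 55.1 FPKM and *Sftpc* from 28.4 to 55.8 FPKM in the authors' deposited table. *Calca* rose by 1.59 on the log2 scale. *Foxp2* fell by 0.55 and *Foxf1*, chosen after its values were seen, by 1.00 in the authors' deposited table. Past the adjusted threshold, the 10 largest rises were *Hdc*, *Nppa*, *Nkx2-6*, *Cd177*, *Ttr*, *Lmod2*, *Atoh1*, *Myoz2*, *Fsd2* and *Myh6*, from 7.03 down to 3.78 on the log2 scale in the authors' deposited table. The 10 largest falls were *Mal2*, *Entpd3*, *Tbx1*, *Calcb*, *Cytl1*, *Ces1f*, *H2-Q2*, *Fam162b*, *Shh* and *Hhip*, from -4.71 to -2.74. *Hdc* had 0.489 FPKM in control and 64.1 FPKM in *Yap* mutant lungs in the authors' deposited table. Apart from *Shh* and the cardiac muscle genes, no explanation was tested for these genes.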
